# Interleukin 2 modulates thymic-derived regulatory T cell epigenetic landscape

**DOI:** 10.1038/s41467-018-07806-6

**Published:** 2018-12-18

**Authors:** Laurent Chorro, Masako Suzuki, Shu Shien Chin, Tere M. Williams, Erik L. Snapp, Livia Odagiu, Nathalie Labrecque, Grégoire Lauvau

## Abstract

Foxp3^+^CD4^+^ regulatory T (T_reg_) cells are essential for preventing fatal autoimmunity and safeguard immune homeostasis in vivo. While expression of the transcription factor Foxp3 and IL-2 signals are both required for the development and function of T_reg_ cells, the commitment to the T_reg_ cell lineage occurs during thymic selection upon T cell receptor (TCR) triggering, and precedes the expression of Foxp3. Whether signals beside TCR contribute to establish T_reg_ cell epigenetic and functional identity is still unknown. Here, using a mouse model with reduced IL-2 signaling, we show that IL-2 regulates the positioning of the pioneer factor SATB1 in CD4^+^ thymocytes and controls genome wide chromatin accessibility of thymic-derived T_reg_ cells. We also show that T_reg_ cells receiving only low IL-2 signals can suppress endogenous but not WT autoreactive T cell responses in vitro and in vivo. Our findings have broad implications for potential therapeutic strategies to reprogram T_reg_ cells in vivo.

## Abstract (web summary)

Regulatory T (Treg) cells are developed in the thymus, and are essential for suppressing detrimental autoimmunity. Here the authors show, using mice with dampened interleukin 2 (IL-2) signaling, that IL-2 helps position the pioneer factor SATB1 to control genome-wide chromatin accessibility to facilitate T_reg_ cell lineage commitment in the thymus.

## Introduction

Naturally occurring, thymus-derived Foxp3^+^ T_reg_ cells represent a distinct lineage of CD4^+^ T cells which major role is to maintain self-tolerance^1–4^. Foxp3, a forkhead/winged helix X-linked transcription factor (TF), is the major lineage-specifying TF for these cells and is indispensable for their differentiation, long-term maintenance, and suppressive functions^5–7^. Functional loss of FOXP3 is associated with the rapid onset of fatal T cell-mediated autoimmunity, also known as the IPEX syndrome in humans (immune dysregulation, polyendocrinopathy, enteropathy, X-linked^8^) and the Scurfy phenotype in mice^5–7^. Foxp3 is induced in thymocytes undergoing positive selection following T cell receptor (TCR) triggering^9,10^ and additional signals such as IL-2, which stabilizes Foxp3 and the associated thymic-derived T_reg_ cell program of differentiation^11–13^. The transcriptional regulation of Foxp3 is complex involving the cooperation with multiple additional TFs to enable and maintain T_reg_ cell functional attributes^10,12,14–16^. Foxp3 therefore acts as an essential TF, which sustained expression is regulated by three intronic conserved non-coding sequence (CNS) elements (CNS1-3)^17^. CNS3 for instance, acts as a pioneer element in inducing the expression of Foxp3 while CNS2 is bound by IL-2-activated STAT5, directly enabling the stabilization of Foxp3 expression in T_reg_ cells^18,19^. The lack of IL-2, its high affinity receptor chain IL-2Rα/CD25 or its transducing chain IL-2Rβ/CD122^20^, lead to the development of wasting autoimmunity as a result of the loss of stable Foxp3 expression^5–7^ and subsequent Foxp3^+^ T_reg_ cells in the periphery^21–23^.

While the Foxp3 TF is required to maintain peripheral T_reg_ cell identity and functions, it is not sufficient per se to confer the functional attributes of T_reg_ cells^12,16,24^, also consistent with two-thirds of the T_reg_ cell transcriptional signature that cannot be induced by ectopic expression of Foxp3 in T_conv_ cells^14,25^. Studies using *Foxp3*^*Gfp*^ knock-in/out reporter mice in which GFP^+/+^ thymocytes lacked functional Foxp3, showed that Foxp3 acts to amplify and fix pre-established molecular features of T_reg_ cells acquired during thymic selection but prior Foxp3 expression^14^. *Foxp3*^*Gfp/Gfp*^ thymocytes exhibit CpG hypomethylation patterns characteristic of mature peripheral T_reg_ cells^24^. Foxp3 also overwhelmingly binds to pre-existing genome-wide enhancers in thymocytes committed to become T_reg_ cells during positive selection^26^. Altogether these findings suggest that TCR-induces epigenetic modifications independently of Foxp3 but likely to involve other transcriptional regulators predefining T_reg_ cell identity. Two recent reports provided mechanistic evidence for this concept^27,28^ by showing (i) that the epigenetic modifier SATB1 is essential in activating T_reg_ cell-specific super-enhancers associated with *Foxp3* and other T_reg_-cell signature genes in thymic precursor T_reg_ cells^27^ and (ii) that the methylation enzyme MLL4, which regulates the level of monomethylated H3K4 and chromatin interactions at putative gene enhancers, sets the enhancer landscape for Foxp3 induction via chromatin looping^28^.

These studies represent important conceptual advances in our understanding of the molecular genetics underlying T_reg_ cell-lineage commitment. However, other signals subsequent or concomitant to TCR triggering that may contribute to setting up the functional identity of Foxp3^+^ T_reg_ cells are largely unknown. IL-2 is proposed to be essential in this process^12,19,21,29^, but it is believed to be through the stabilization of the Foxp3 TF. Since TCR signaling leads to CD25 upregulation on thymocytes, it is conceivable that IL-2 contributes to establishing thymic T_reg_ cell identity in vivo.

Herein, we isolate and characterize a mouse model, the *Il2ra*^*mut/mut*^ mouse that bears a point mutation in the IL-2 receptor high affinity chain CD25 resulting in a selective and quantifiable decrease in response to only high affinity IL-2 signals, to test the hypothesis that IL-2 signals modulate T_reg_ cell epigenetic and transcriptional identity, and subsequent suppressive functions in vivo. Our results suggest that IL-2, possibly through the positioning of the genome organizer SATB1, modulates thymic-derived T_reg_ cell epigenetic identity prior to Foxp3 expression. T_reg_ cells that integrate low IL-2 signals (*Il2ra*^*mut/mut*^) only repress endogenous but not WT autoreactive T cells, illustrating further the importance of IL-2 signaling for optimal T_reg_ cell functions. These observations are consistent with the idea that altering T_reg_ cell epigenetic identity, in addition to IL-2 capture and signaling, leads to more rapid autoimmunity, and further raise the possibility that epigenetic reprogramming of T_reg_ cells at the time of their selection in the thymus could improve T_reg_ cell functions in autoimmune patients.

## Results

### Isolation of a novel IL-2 receptor alpha point mutant mouse

During experiments in *Ccr2*^−/−^ mice^30^ obtained from the Jackson Laboratory (JacksLab) in 2009, referred to as *Ccr2*^−*/*− 2009^, we observed that CD4^+^ Foxp3^+^ T_reg_ cells in primary and secondary lymphoid organs and blood, displayed low to no cell-surface expression of the IL-2Rα/CD25 compared to T_reg_ cells from wild type (WT) B6 counterparts (WT) (Supplementary Fig. 1a). T_reg_ cell frequency among CD4^+^ T cells was reduced in spleens and lymph nodes (LNs) while remaining comparable in blood and primary lymphoid organs (Supplementary Fig 1b, c). Since *Ccr2*^−*/*−^ mice were neither reported to have different T_reg_ cell frequencies nor distinct expression of CD25 compared to WT mice^31,32^, we re-acquired *Ccr2*^−*/*−^ mice from the JacksLab in 2012, referred to as *Ccr2*^−*/*− 2012^, and compared them to *Ccr2*^−*/*− 2009^ mice (Fig. 1a). As previously documented, and in contrast to *Ccr2*^−*/*− 2009^ mice, T_reg_ cell frequencies and CD25 expression were unaltered in *Ccr2*^−*/*− 2012^ mice. We reasoned that the altered T_reg_ cell phenotype could be accounted for by (i) a difference in the skin and/or gut microbiota between the two *Ccr2*^−*/*−^ lines, or (ii) a spontaneous mutation acquired in the *Ccr2*^−*/*− 2009^ colony before 2009. Between 2009 and 2012, *Ccr2*^−*/*− 2009^ mice were backcrossed twice to the WT B6 background and underwent 23 intercrosses (JacksLabs communication). Co-housing of *Ccr2*^−*/*− 2012^ and *Ccr2*^−*/*− 2009^ mice for 3 months neither rescued T_reg_ cell frequencies nor expression of CD25 in *Ccr2*^−*/*− 2009^ mice, likely ruling out a microbiota hypothesis (Supplementary Fig. 1d). However, intercross of *Ccr2*^−*/*− 2009^ and WT B6 mice revealed that T_reg_ cells in the F1 offspring expressed twice as less cell-surface CD25 (MFI) compared to *Ccr2*^−*/*− 2012^ T_reg_ cells, but twice as more compared to *Ccr2*^−*/*− 2009^ T_reg_ cells, suggesting that the *Ccr2*^−*/*− 2009^ trait is haploinsufficient (Fig. 1b, c). Analysis of CD25 expression levels on T_reg_ cells from 51 F2 offspring obtained from intercrossing F1 mice revealed a quasi-Mendelian distribution of the various possible phenotypes, consistent with the *Ccr2*^−*/*− 2009^ trait being controlled by a single gene. Plotting CD25 expression as a function of CCR2 genotypes in the F2 progeny established that CCR2 and CD25 segregated independently of each other with the number of meiosis events close to 50% (Fig. 1d and Supplementary Fig. 1e). This result suggests that the *Ccr2*^−*/*− 2009^ trait depends on a single locus likely located on a distinct chromosome than the 9th that carries *Ccr2*. Whole exome sequencing of *Ccr2*^−*/*− 2009^ and *Ccr2*^−*/*− 2012^ mouse DNA identified only 5 non-synonymous coding gene variants (Fig. 1e and Supplementary Fig. 1f), with the most relevant coding variant replacing a single thymidine with a cytosine nucleotide on position 426 of exon 4 of the *Il2ra* gene in the *Ccr2*^−*/*− 2009^ line. This mutation led to (i) the replacement of an evolutionarily highly conserved tyrosine (Y) with a histidine (H) on position 129 of the CD25 protein (Fig. 1f), and (ii) the creation a new BssSI restriction site (Supplementary Fig. 1g) which helped confirm the presence of this mutation in *Ccr2*^−*/*− 2009^ but not *Ccr2*^−*/*− 2012^ mice. Targeted mutagenesis of the Y129 of WT *Il2ra* to H129 and retroviral transduction of WT and H129 CD25 in 293T cells (Fig. 1g) recapitulated the CD25 cell-surface expression phenotypes reported in *Ccr2*^−*/*− 2009^ vs *Ccr2*^−*/*− 2012^ mice, demonstrating that this point mutation accounted for the mouse phenotype. We next bred mice carrying only the homozygous Y129H mutation from the *Ccr2*^*+/+*^ F2 progeny (Fig. 1c), further referred to as *Il2ra*^*mut/mut*^ mice.

**Fig. 1:**
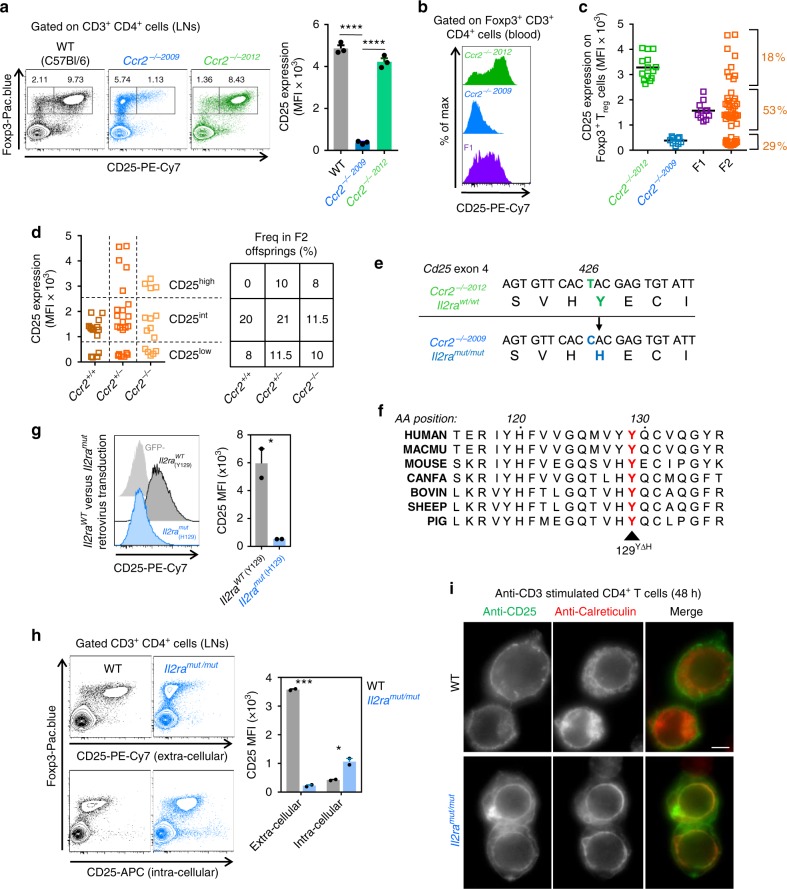
Isolation and characterization of the *Il2ra*^*mut/mut*^ mouse model. **a** Lymph node cells isolated from WT, *Ccr2*^−*/*−*2009*^ and *Ccr2*^−*/*−*2012*^ (all on the B6 background) mice were stained with mAbs against cell-surface CD3, CD4, CD25 (clone PC61), and intracellular Foxp3. A representative dot plot is shown. Bar graph summarizes CD25 expression levels (MFI) across all mice analyzed. **b** FACS histograms of cell-surface CD25 levels (MFI) gated on blood Foxp3^+^ T_reg_ cells (CD3^+^CD4^+^) from *Ccr2*^−*/*−*2009*^, *Ccr2*^−*/*−*2012*^*, Ccr2*^*+/*−*2009*^ (F1) mice. **c** Distribution of CD25 cell-surface expression levels (MFI) in T_reg_ cells from the blood of individual mice of indicated genotypes including *Ccr2*^*+/*−*2009*^ × *Ccr2*^*+/*−*2009*^ (F2) mice. **d** *Ccr2* genotypes based on CD25 surface expression levels and experimental frequencies obtained in F2 offsprings. **e** DNA and corresponding amino-acid sequence alignments of the mutation found in exon 4 of *Il2ra* gene in *Ccr2*^−*/*−*2009*^ vs *Ccr2*^−*/*−*2012*^ mice after whole-exome sequencing. **f** Alignment of the CD25 amino-acid sequence surrounding tyrosine 129 across multiple species. **g** FACS histograms of cell-surface expression of CD25 in 293T cells retrovirally transduced with WT or mutagenized Y129H *Il2ra* cDNA. Bar graph shows CD25 expression (MFI) across two independent transduction experiments. **h** Dot plots of cell-surface or intracellular expression levels (MFI) of CD25 in WT and mutant T_reg_ cells. Bar graphs average data from one of 2–3 experiments with similar results with >2 mice per group. **i** Fluorescent microscopy staining of CD25 on anti-CD3 stimulated purified CD4^+^ T cells isolated from LNs. T cells were fixed and co-stained with anti-CD25 (green) and anti-calreticulin (red) prior to image acquisition. Scale bar is 5 μm. *p*-values are indicated when relevant with *p < 0.05; **p < 0.01; ***p < 0.001; NS not significant, using two-tailed unpaired Student’s *t-*test. Error bars are mean ± SEM in all figures

Since the Y129H change impaired cell-surface expression of CD25 on T_reg_ cells, we further hypothesized that CD25 may not be properly folded and/or lack stability. Based on the structure of human CD25, which has ~60% percent homology with mouse CD25, the Y129 likely makes stabilizing hydrogen bonds with a section of CD25 that is in direct contact with IL-2 (Supplementary Fig. 1h). Consistent with this possibility, intracellular staining for CD25 revealed high levels of CD25 inside T_reg_ cells from *Il2ra*^*mut/mut*^ compared to WT mice, a finding also confirmed in retrovirally transduced 293T cells (Fig. 1h and Supplementary Fig. 1i). CD25 subcellular localization in anti-CD3-stimulated CD4^+^ T cells from either *Il2ra*^*mut/mut*^ or WT mice, suggested that mutant CD25 mostly co-localized with calreticulin, an endoplasmic reticulum (ER) resident protein. A strong staining of the nuclear envelope, a subdomain of the ER, was observed in *Il2ra*^*mut/mut*^ but not WT CD4^+^ T cells, suggesting that the Y129H mutation prevented proper folding of CD25 and subsequent egress from the ER to the cell surface (Fig. 1i). Thus, we isolated and characterized a mouse mutant line with a point mutation in an evolutionarily highly conserved tyrosine of the high affinity IL-2 receptor alpha chain CD25, likely preventing its optimal folding and subsequent cell-surface expression.

### *Il2ra*^*mut/mut*^ T cells exhibit impaired responses to IL-2

We next assessed whether impaired cell-surface expression of CD25 on T cells translates into decreased IL-2 binding and signaling. Using labeled IL-2 incubated with anti-CD3 stimulated CD4^+^ T cells, we found higher IL-2 binding to WT compared to either *Il2ra*^*mut/mut*^ or WT T cells incubated with an excess of non-biotinylated IL-2 (Fig. 2a and Supplementary Fig. 2a). STAT5a phosphorylation, a very early signaling response that follows IL-2 binding to CD25, was also profoundly altered both in T_reg_ cells from thymus and LNs and in conventional CD4^+^ T (T_conv_) cells from *Il2ra*^*mut/mut*^ mice (Fig. 2b and Supplementary Fig. 2a, b). Consistent with these findings, *Il2ra*^*mut/mut*^ CD8^+^ and CD4^+^ T_conv_ cells proliferated substantially less compared to WT counterparts as quantified in vitro by CTV dilution of labeled T_conv_ cells after anti-CD3 and varied amounts of IL-2 (Fig. 2c and Supplementary Fig. 2a, c). To extend findings in vivo, we next monitored CD25 upregulation on K^b^/Ova_257-264_ tetramer^+^ (Tet^+^) CD8^+^ T_conv_ cells primed in WT or *Il2ra*^*mut/mut*^ mice infected intravenously (i.v.) with *Listeria monocytogenes* expressing the model antigen Ovalbumin (*Lm-Ova*) (Fig. 2d). Expression of CD25 by Ova-specific Tet^+^ CD8^+^ T_conv_ cells was lower in *Il2ra*^*mut/mut*^ compared to WT mice^33^, in line with the in vitro data (Fig. 2d). Then, we generated mixed bone-marrow chimeras from lethally irradiated recipient mice reconstituted with WT and *Il2ra*^*mut/mut*^ donor bone-marrow cells (ratio 1:1) so that we could monitor and compare WT and *Il2ra*^*mut/mut*^ antigen-specific CD8^+^ T_conv_ cell responses in the same host (Fig. 2e and Supplementary Fig. 2d). Reconstituted chimeras were further infected with *Lm-Ova* or the Herpes Simplex Virus 2 (HSV-2) intravaginally (i.vag.), and both K^b^/Ova_257-264_ and K^b^/gB_498-505_ Tet^+^ T_conv_ cells were monitored at the peak of the primary response. In both models, Ova- and gB-specific *Il2ra*^*mut/mut*^ CD8^+^ T_conv_ cells expanded ~3-fold less than WT counterparts. Thus, the CD25 Y129H mutation profoundly alters CD25 expression and functional response to IL-2 in both T_conv_ and T_reg_ cells.

**Fig. 2:**
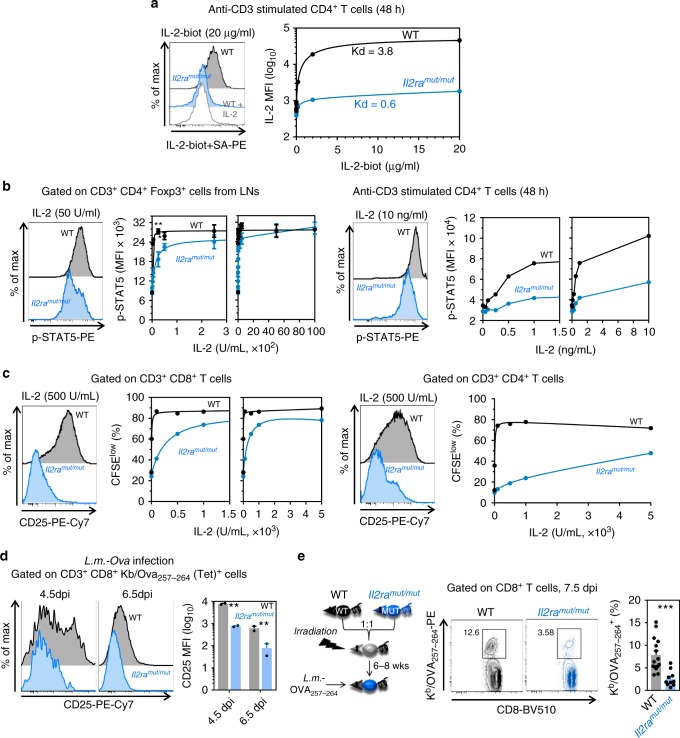
The Y129H mutation in CD25 impairs IL-2 binding, signaling and T cell proliferation. **a** Recombinant human IL-2 was biotinylated and incubated with anti-CD3 stimulated purified CD4^+^ T cells from *Il2ra*^*mut/mut*^ or WT mice prior to staining with streptavidin PE. Unbiotinylated IL-2 was added to WT T cells as a control of binding specificity. Representative FACS histograms of IL-2 or no IL-2 bound to mutant or WT T cells are shown. The graph plots IL-2 binding signals (MFI) with increasing concentration of biotinylated IL-2. IL-2 Kd (50% binding capacity) for *Il2ra*^*mut/mut*^ or WT T cells are shown. **b** Purified CD4^+^ T cells from LNs of *Il2ra*^*mut/mut*^ or WT mice (*n* = 3) were incubated in serum-free media (30’) and with IL-2 (20’) before proceeding to intracellular STAT5 phosphorylation staining. FACS histograms of STAT5 phosphorylation levels in Foxp3^+^ T_reg_ (left) and anti-CD3 activated CD4^+^ T_conv_ (right) cells are shown. Graphs plot phosphorylated STAT5 expression with increased IL-2 concentrations. **c** Purified LN CD4^+^ or CD8^+^ T cells from *Il2ra*^*mut/mut*^ or WT mice were CFSE-labeled and incubated with anti-CD3 and IL-2. The proportion of CFSE^low^ T cells was determined by FACS 4 days later. Graphs plot the % CFSE^low^ T cells as IL-2 increases in 1 of 3 replicate experiments. FACS histograms show cell-surface CD25 expression in *Il2ra*^*mut/mut*^ or WT T cells 4 days post IL-2 incubation. **d** *Il2ra*^*mut/mut*^ or WT mice (*n* = 2) were immunized i.v. with 10^4^ WT *Listeria monocytogenes (Lm)* expressing Ovalbumin (*Lm*-Ova) and spleen cells were stained at indicated days with Ova_257-264_/K^d^ tetramers (Tet^+^) and anti-CD25. Representative FACS histograms of CD25 expression on tet^+^ CD8^+^ T cells is shown with a summary bar graph. **e** WT/*Il2ra*^*mut/mut*^ mixed bone-marrow (BM) chimeras (ratio 1:1) with discriminative CD45.1/2 congenic markers were immunized i.v. with WT *Lm-Ova* and 7.5 days later spleen cells stained with Ova_257-264_/K^d^ tetramers. Representative FACS dot plots and summary bar graphs of *Lm*-specific *Il2ra*^*mut/mut*^ or WT tet^+^ CD8^+^ T cells are shown (*n* = 15 mice). *p*-values are indicated with *p < 0.05; **p < 0.01; ***p < 0.001; NS not significant, using two-tailed unpaired Student’s *t*-test. Error bars are mean ± SEM in all figures

### IL-2 modulates T_reg_ cell epigenetic landscapes

IL-2 signals are postulated to contribute to establishing the T_reg_ cell program of differentiation before T_reg_ cells express Foxp3 in the thymus^11–13,34^ but only little evidence exist to support this hypothesis. To explore this possibility, we took advantage of the *Il2ra*^*mut/mut*^ mouse model in which T_reg_ cells receive reduced IL-2 signals, and asked whether their chromatin accessibility differs just after they have committed to the T_reg_ cell lineage (thymus) and in the periphery in the secondary lymphoid organs (LNs). 

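Open chromatin was read out by ATAC-seq, in which a transposase inserts sequencing adapters into accessible DNA, so that reads pile up over open chromatin regions (OCRs). T_reg_ cells from LNs of WT and *Il2ra* mut/mut *Foxp3* Rfp/Rfp reporter mice were sorted by flow cytometry, 50000 cells per library, and 2 libraries per genotype are analysed here. Thymic T_reg_ cells are not analysed here. The authors mapped the reads to the mouse genome (mm10), removed duplicated and mitochondrial reads, shifted the remaining reads and called narrow peaks in each library on its own with MACS. The deposited lists held 112569 and 126761 peaks in WT replicates 1 and 2, and 122776 and 142732 peaks in *Il2ra* mut/mut replicates 1 and 2. These peaks covered 42.6, 52.3, 46.4 and 51.9 Mb of the genome, in the same order. The lists do not give the number of reads per library, so the depth is unknown. Each peak carries the authors' fold enrichment at its summit, its −log10 p and −log10 q and a score derived from the q. In each library every fold enrichment was that of a whole number of reads at the summit over one background level, which was 0.974 and 0.979 reads in the WT libraries and 1.23 and 1.06 reads in the *Il2ra* mut/mut libraries. The median peak held 8 reads at its summit in both WT libraries, 10 in *Il2ra* mut/mut replicate 1 and 8 in *Il2ra* mut/mut replicate 2. All of these measures rise with the reads at the summit, so they place the peaks of a library in the same order, with many ties.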

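From these lists, regions with a called peak in both libraries of a genotype were formed wherever peaks overlapped by at least 1 bp. The irreproducible discovery rate (IDR), which models the paired ranks of the peaks as a mixture of a reproducible and an irreproducible part, was then computed with −log10 p as the ranking measure and ties broken at random. Regions with an IDR of at most 0.05, the threshold the authors used, were taken as reproducible OCRs. OCRs of the 2 genotypes that overlapped by at least 1 bp were counted as common, and the remaining ones as unique to one genotype. OCRs were placed relative to the genes of the GENCODE annotation of the same genome build. The 4 libraries can be split into pairs in only 3 ways, so a comparison of the genotypes cannot reach a share of splits under 0.333. The 2 crossed splits, in which each pair holds a WT and an *Il2ra* mut/mut library, were taken through the same steps and serve as a measure of the differences that arise between pairs of libraries of mixed genotype.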

We isolated Foxp3^+^ T_reg_ cells from thymus and LNs of *Il2ra*^*mut/mut*^ and WT *Foxp3*^*Rfp/Rfp*^ reporter mice and conducted an analysis of the genome-wide open chromatin regions (OCRs) using an assay for transposase accessible chromatin with high-throughput sequencing (ATAC-seq^35^, Fig. 3 and Supplementary Fig. 3). While we found 36,200 and 32,369 OCRs (ATAC-seq peaks) in WT and *Il2ra*^*mut/mut*^ thymic T_reg_ cells respectively, LN T_reg_ cells exhibited 25,167 and 24,639 OCRs (Fig. 3a). 

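In WT LN T_reg_ cells, 55818 regions had a called peak in both libraries, and 25382 of them (45.5%) were reproducible OCRs. In *Il2ra* mut/mut LN T_reg_ cells, 25565 of 60815 such regions (42.0%) were reproducible. Each count rests on one pair of libraries and has no error of its own. The 4 crossed pairs of libraries gave between 23517 and 26654 reproducible OCRs. The median reproducible OCR held 22 and 32 reads at its summit in the WT libraries and 28 and 26 in the *Il2ra* mut/mut libraries. Leaving out the IDR step moved both counts most, to the 55818 and 60815 regions called in both libraries.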

Ninety-five percent of WT LN T_reg_ cell OCRs identified overlapped with those reported in a prior study analyzing LN T_reg_ cell OCRs^36^ (Supplementary Fig. 3a). As expected, this overlap was lower (75-80%) when we compared WT T_reg_ cell’s OCRs to that reported in CD8^+^ T cells^37^. 

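Of the OCRs of LN T_reg_ cells, 21005 were common to both genotypes, 4243 were found in WT only and 3985 in *Il2ra* mut/mut only. A called peak in at least 1 library of the other genotype overlapped 94.8% of these unique OCRs. Of the WT-unique OCRs, 3078 (72.5%) overlapped a called peak in both *Il2ra* mut/mut libraries, 872 (20.6%) in 1 of them and 293 (6.91%) in none. Of the *Il2ra* mut/mut-unique OCRs, 3019 (75.8%) overlapped a called peak in both WT libraries, 833 (20.9%) in 1 of them and 133 (3.34%) in none. Requiring that neither library of the other genotype had a called peak moved the counts of unique OCRs most as a ratio, to these 293 and 133, and leaving out the IDR step moved them most in number, to 17872 and 21994.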

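Among the unique OCRs without a called peak in the other genotype, those whose lower-ranked replicate stood highest were examined, 5 per genotype. All 5 WT-unique ones lay on chromosome 5 between 14914412 and 15673709, in a stretch of similar gene copies in which 57.7% of the 50-base words of the WT-unique OCRs occurred more than once. The first of them, from 15673080 to 15673709, had *Speer4cos* as its nearest gene and held 32 reads at its summit in WT replicate 1 and 29 in WT replicate 2. The others were nearest to *Gm9758*, *Speer4e*, *Gm21190* and *Speer4d*. Of the 5 *Il2ra* mut/mut-unique ones, 3 lay between 90798927 and 90803810 on chromosome Y and were nearest to *Gm47283*, in a stretch where 29.5% of the words occurred more than once. The first of these held 27 and 35 reads at its summit in *Il2ra* mut/mut replicates 1 and 2. The remaining ones lay on chromosome 6 from 134716128 to 134716556, nearest to *Gm44017*, with 27 and 18 reads at the summit, and on chromosome 4 from 148940554 to 148941021, nearest to *Gm13205*, with 21 and 19 reads.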

Within the thymic and LN T_reg_ cell OCRs, we respectively identified 8031 and 8484 differentially accessible OCRs in WT (5931 in thymus and 4506 in LN) and *Il2ra*^*mut/mut*^ (2100 in thymus and 3978 in LN) T_reg_ cells (Fig. 3a). This represents ~41% difference in the epigenetic landscape of WT vs *Il2ra*^*mut/mut*^ LN T_reg_ cells, which is comparable to what is reported between resting and activated T_reg_ cell OCRs^36^ (~36%, Supplementary Fig. 3b). These differences are also similar to those measured between effector and memory or exhausted CD8^+^ T cells (34–41%)^37–39^ but substantially greater than that reported in effector cells isolated from mice infected with acute vs chronic LCMV (~15%)^38^. 

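The 8228 unique OCRs of LN T_reg_ cells amounted to 39.2% of the number of common OCRs, and to 28.1% of all OCRs of either genotype. In the crossed splits of the 4 libraries, the same steps gave 7714 unique OCRs (36.9% of the common OCRs) and 7210 (34.3%). The split by genotype thus gave 6.66% and 14.1% more unique OCRs than the crossed splits, the highest number of the 3 splits. Unique OCRs with no called peak in either library of the other group numbered 426 for the split by genotype, and 235 and 122 for the crossed splits. Of these, 276 stood in the top 25% of the peaks of both libraries of their genotype, against 114 and 54 in the crossed splits. Without the stretch of similar gene copies on chromosome 5, these numbers were 361 and 215 for the split by genotype, while those of the crossed splits did not change. As a ratio, counting an OCR as unique only where the other genotype had no called peak moved the percentage of the common OCRs most, to 2.03%, and in percentage points leaving out the IDR step did, to 108%.

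**Figure D1:**
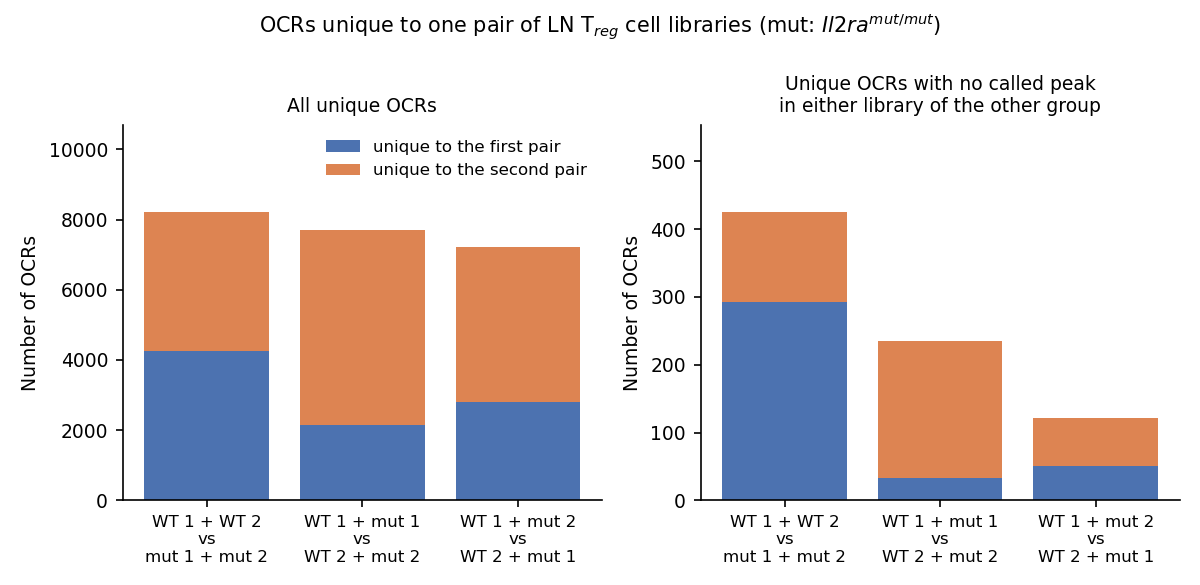
Number of OCRs unique to one pair of LN T_reg_ cell libraries for the 3 splits of the 4 libraries into pairs, all unique OCRs on the left and those with no called peak in the other group on the right, each bar stacked by the pair the OCRs are unique to. The left bars stand at 8228, 7714 and 7210 OCRs, and the right bars at 426, 235 and 122.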

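OCRs on the assembled chromosomes were placed by their edge nearest to a transcription start site (TSS). Within 1 kb of a TSS lay 10632 of 20931 common OCRs of LN T_reg_ cells (50.8%, 95% Wilson interval 50.1 to 51.5). Of the WT-unique OCRs, 815 of 4221 lay there (19.3%, interval 18.1 to 20.5), and of the *Il2ra* mut/mut-unique OCRs 608 of 3966 (15.3%, interval 14.2 to 16.5). Against the common OCRs, Fisher's exact test (two-sided) gave an odds ratio of 0.232 for WT and 0.175 for *Il2ra* mut/mut, both with a p at or under 1e-300, the smallest value that was written. OCRs of the same libraries are not replicates, and the shares in the crossed splits lay between 15.3% and 18.8% for unique OCRs and at 51.0% and 50.7% for common OCRs. Unique OCRs also stood lower in their libraries, with a median percentile rank of 79.6 against 91.0 for common OCRs in WT and 81.2 against 91.8 in *Il2ra* mut/mut. When common OCRs were weighted to the ranks of the WT-unique OCRs, 25.4% lay within 1 kb of a TSS (95% interval 24.0 to 26.8), against 19.4% (18.2 to 20.6) of the WT-unique OCRs of these ranks. The same weighting gave 24.7% (23.2 to 26.1) for common OCRs and 15.4% (14.3 to 16.5) for *Il2ra* mut/mut-unique OCRs. Leaving out the IDR step moved the shares within 1 kb most, to 35.1% of common, 8.60% of WT-unique and 6.39% of *Il2ra* mut/mut-unique OCRs.

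**Figure D2:**
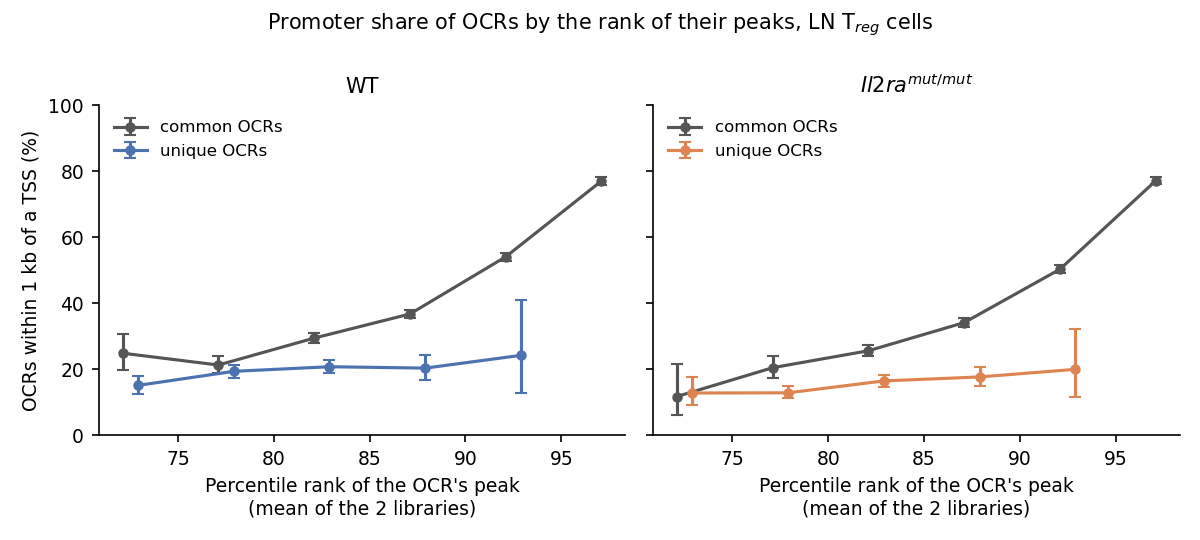
Percentage of common and unique OCRs within 1 kb of a TSS, by the percentile rank of the OCR's peak among all peaks of its library (mean of both libraries of the genotype), with bars for the 95% Wilson interval. In WT, the share of common OCRs goes from 24.9% between the percentiles 70 and 75 to 77.1% above 95, while that of unique OCRs stays between 15.1% and 24.2%.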

Analysis of the relative localizations of differential OCRs in relation to the mouse ensemble annotated genes revealed a lower proportion of OCRs in the transcription start sites (TSS, ≤1 kb) compared to that of the overlapping peaks both for thymic and LN T_reg_ cells (~9–14% vs 37–48%, Fig. 3b, c and Supplementary Fig. 3c and Data 1). The majority of unique peaks were found in introns and distal intergenic regions (>10 kb), suggesting that IL-2 signals regulate chromatin opening of elements distal to the TSS already at early stages of T_reg_ cell commitment in the thymus. 

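In LN T_reg_ cells, introns and distal intergenic regions held 59.7% of the WT-unique OCRs (95% Wilson interval 58.2 to 61.1), 65.5% of the *Il2ra* mut/mut-unique OCRs (64.0 to 66.9) and 36.1% of the common OCRs (35.5 to 36.8). The odds ratio against the common OCRs was 2.62 for WT (Fisher's exact test, two-sided, p = 7.6e-175) and 3.35 for *Il2ra* mut/mut (p = 1.1e-256). In the crossed splits, these regions held between 60.3% and 67.3% of the unique OCRs. First introns held 14.4% of the WT-unique and 14.0% of the *Il2ra* mut/mut-unique OCRs, other introns 19.1% and 21.8%, and distal intergenic regions 26.1% and 29.6%. For common OCRs the 3 shares were 9.46%, 11.3% and 15.3%. More than 10 kb from the nearest TSS lay 45.3% of the WT-unique OCRs (43.8 to 46.8), 52.8% of the *Il2ra* mut/mut-unique OCRs (51.2 to 54.3) and 27.3% of the common OCRs (26.7 to 27.9). The median distance to the nearest TSS was 8122 bp for WT-unique, 11172 bp for *Il2ra* mut/mut-unique and 822 bp for common OCRs. Leaving out the IDR step moved the shares in introns and distal intergenic regions most, to 76.9% of the WT-unique and 81.6% of the *Il2ra* mut/mut-unique OCRs.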

Upon assigning these peaks to the closest gene TSS, 651 (thymus) and 762 (LN) genes with differential OCRs were common to WT and *Il2ra*^*mut/mut*^ T_reg_ cells while the remaining were within non-overlapping genes (Fig. 3d and Supplementary Data 2). 

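When each unique OCR of LN T_reg_ cells was assigned to the gene with the closest TSS in the GENCODE annotation, 570 genes had unique OCRs of both genotypes. Of the 733 genes in the copy of the paper's list of such genes in Supplementary Data 2, 722 could be matched to this annotation. Of these, 211 had unique OCRs of both genotypes here, 351 had a WT-unique OCR and 353 an *Il2ra* mut/mut-unique OCR. Of the alternatives, counting as unique only OCRs with no called peak in the other genotype moved the number of such genes most as a ratio, to 1, and leaving out the IDR step most in number, to 2848.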

Approximately three times as many genes and OCRs were uniquely present in WT compared to *Il2ra*^*mut/mut*^ thymic T_reg_ cells (3401 vs 1107 genes) while LN T_reg_ cells had comparable numbers of unique genes and OCRs (2356 vs 1992 genes)(Fig. 3a,d). This result shows that the ratio of differential OCRs between WT and *Il2ra*^*mut/mut*^ T_reg_ cells from the thymus to the LNs is substantially modulated (from ~3:1 to 1:1), suggesting further functional commitment of T_reg_ cells. 

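In LN T_reg_ cells, 2847 genes had unique OCRs in WT only and 2701 in *Il2ra* mut/mut only. In the crossed splits of the libraries, the corresponding numbers were 1369 and 3974 in one split and 1902 and 3094 in the other. The copy of Supplementary Data 2 lists 1994 genes with unique OCRs in WT LN T_reg_ cells only, where the paper counts 2356, and 1972 of the 1994 could be matched. A WT-unique OCR was found here at 57.0% of them and an *Il2ra* mut/mut-unique OCR at 71 genes. Of 1928 matched genes listed for *Il2ra* mut/mut LN T_reg_ cells only, 51.9% had an *Il2ra* mut/mut-unique OCR here and 3.84% a WT-unique OCR. Among the 11283 genes with any OCR and an Entrez identifier, 16.8% had a WT-unique and 14.3% an *Il2ra* mut/mut-unique OCR. The lists were drawn up by the study from the same libraries, so the larger shares are not independent evidence.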

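In the LN libraries, the ratio of WT-unique to *Il2ra* mut/mut-unique OCRs was 1.06, and that of the genes with unique OCRs in one genotype only was 1.05. Between the pairs of the crossed splits, the ratio of unique OCRs was 0.389 and 0.633. With each library left out in turn, the ratio lay between 0.924 and 1.15. It was 0.705 with the stricter peak threshold, and 2.20 when only OCRs with no called peak in the other genotype were counted. Thymic OCRs, the other side of the paper's comparison, are not analysed here.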

Analysis of the biological-process (BP) gene-ontology (GO) pathways of genes containing unique peaks (<20 kb from TSS) in WT thymic and LN T_reg_ cells highlighted a much greater diversity of BP (251 and 356 GO pathways vs only 86 and 14 GO pathways, respectively)(Fig. 3e and Supplementary Data 3). Since the differences in the number of genes with unique peaks between WT and *Il2ra*^*mut/mut*^ T_reg_ cells is much smaller compared to that of the GO pathways (Fig. 3d, e), it further suggests that the OCRs in *Il2ra*^*mut/mut*^ T_reg_ cells are more random. While some processes related to T cell activation and tolerance are common to both types of T_reg_ cells in the thymus, others targeting activation, migration and effector mechanisms are only maintained in WT LN T_reg_ cells (Fig. 3f). Conducting the GO pathway analysis on genes containing unique peaks without any limit from TSS revealed the exact same trend (Supplementary Fig. S3d,e and Data 3). Thus, IL-2 signals have a broad impact on genome-wide T_reg_ cell epigenetic landscape, both for the opening and the closing of mostly TSS-distant regulatory regions. 

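Unique OCRs of LN T_reg_ cells were found on every chromosome. Their share of all OCRs on an autosome ranged from 23.5% on chromosome 19 to 31.9% on chromosome 1, and it was 28.5% on chromosome X (95% Wilson interval 25.0 to 32.3). On chromosome Y, 15 of 28 OCRs were unique (53.6%, interval 35.8 to 70.5). Of these, 9 lay beyond 90 Mb, where sequence shared with other chromosomes was not looked for. The stretch of similar gene copies on chromosome 5 held 129 of the WT-unique OCRs (3.04%). Regional differences lay on the *Il2ra* mut/mut side as well. From 89000001 to 90000000 on chromosome 1, there were 70 *Il2ra* mut/mut-unique, 16 WT-unique and 22 common OCRs. In 17 windows of 1 Mb both *Il2ra* mut/mut libraries held at least 2 times the called peaks of both WT libraries, and in 4 windows the reverse held. The median width was 492 bp for WT-unique, 439 bp for *Il2ra* mut/mut-unique and 853 bp for common OCRs. After its comparison of OCRs, genes and GO pathways, the last of which is not analysed here, the paper concludes that IL-2 signals act broadly on the chromatin of T_reg_ cells, and that they both open and close regions that mostly lie away from the TSS.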

IL-2-mediated alterations occur already at early stages of T_reg_ cell commitment to this lineage in the thymus and are sustained throughout LN T_reg_ cells.

**Fig. 3:**
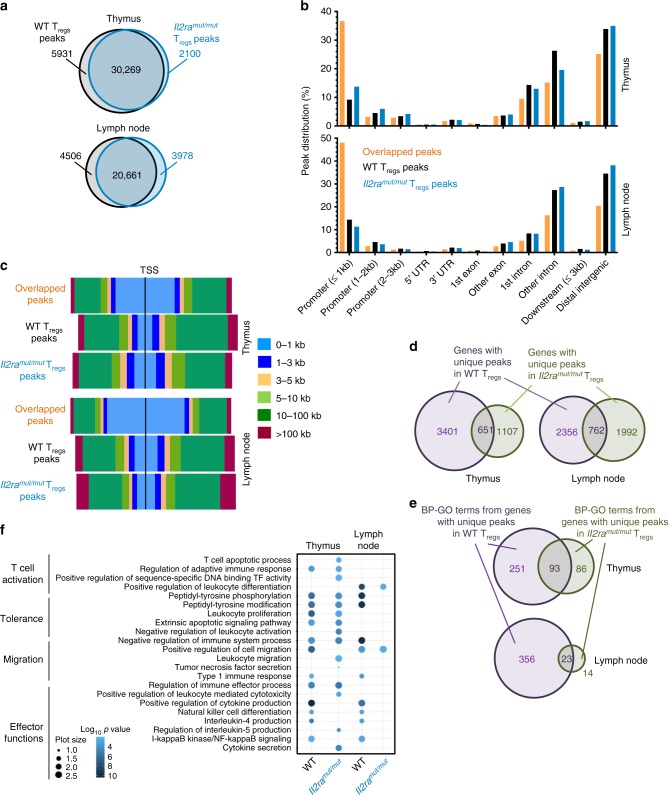
IL-2 makes substantial modifications in the epigenetic landscape of T_reg_ cells: T_reg_ cells (5 × 10^4^) were sorted by flow cytometry from thymus or LNs of *Il2ra*^*mut/mut*^ and WT *Foxp3*^*Rfp/Rfp*^ reporter mice, lysed and DNA from nucleus extracted for analysis of open chromatic regions by ATAC-seq. **a** Venn diagram of number of common and unique ATAC-seq peaks (OCRs) in *Il2ra*^*mut/mut*^ vs WT T_reg_ cells from thymus and LNs. **b**, **c** Distribution of common and unique ATAC-seq peaks across gene organization (**b**) and distance to the transcription start site (TSS, **c**) in the whole genome. **d**, **e** Venn diagrams of number of genes (**d**) and GO pathways (**e**) exhibiting unique peaks in *Il2ra*^*mut/mut*^ vs WT thymic and LN T_reg_ cells on all (**d**) or within (**e**) 20 kb from TSS. **f** Network analysis of biological-process GO term enrichment among genes with unique peaks within 20 kb from TSS in *Il2ra*^*mut/mut*^ or WT thymic and LN T_reg_ cells. Genes were analyzed for over-represented GO terms using ReviGO. Node color is proportional to the FDR-adjusted *p*-value of the enrichment. Node size is proportional to gene set size

### IL-2-driven epigenetic changes mildly alter gene expression

Since IL-2 induces extensive modifications in the chromatin of T_reg_ cells (Fig. 3), we next assessed whether these alterations translated into a distinct program of expression between *Il2ra*^*mut/mut*^ and WT LN T_reg_ cells. The lack of IL-2 signaling in T_reg_ cells was reported to only alter a relatively focused set of genes implicated in cell growth, metabolism, motility and adhesion, preventing their overall competitive fitness in vivo^21,29,40^. We purified total RNA from flow-sorted Foxp3^+^ (RFP^+^) T_reg_ or naive (CD62L^hi^CD44^lo^) T_conv_ cells isolated from the LNs of WT or *Il2ra*^*mut/mut*^*Foxp3*^*Rfp/Rfp*^ reporter mice, and analyzed gene expression using microarrays (Fig. 4). While the expression profiles of naive T_conv_ cells are almost identical between the two groups, that of *Il2ra*^*mut/mut*^ and WT T_reg_ cells exhibit significantly more differences (Fig. 4a and Supplementary Fig. 4a and Data 4). We note a set of 277 differentially expressed genes among which 128 and 149 are up- or downregulated respectively in *Il2ra*^*mut/mut*^ compared to WT T_reg_ cells (Fig. 4b and Supplementary Fig. 4b). These genes are involved in cellular adhesion and cytoskeleton rearrangement, cell division and differentiation, cytokines and receptors, cellular activation and chemotaxis (Fig. 4c), consistent with prior reports^21,29,40^. We checked some of the differentially upregulated genes for which Abs specific for encoded proteins are available, and found a direct correlation with protein expression levels for KLRG1, TIGIT, CCR4 while we did not for CCR5 or BTLA (Supplementary Fig. 4c). Interestingly, increased expression of these markers is detected only in a small subset of CD4^+^ T_reg_ cells, suggesting that lowering IL-2 signals promotes the onset of a subpopulation of T_reg_ cells with a slightly distinct expression program, rather than altering the whole T_reg_ cell population. Since only a few of the downregulated genes encode for proteins of known functions, we next focused primarily on sets of upregulated genes to run a comparison against known BP-GO databases (Fig. 4d and Supplementary Fig. 4d,e and Data 5). We found statistically over-represented gene sets implicated in cell adhesion, activation, proliferation/cell cycle, cellular differentiation as well as inflammatory processes, transcriptional regulators and chromatin organization/epigenetic gene regulation. While only a limited set of genes are differentially expressed in Foxp3^+^ T_reg_ cells that receive lower IL-2 signals, the biological functions that are altered seem to directly target their ability to migrate, undergo homeostatic proliferation and express suppressive effector functions. We also noted differences in expression of genes implicated in various steps of chromatin modifications (Supplementary Fig. 4f).

**Fig. 4:**
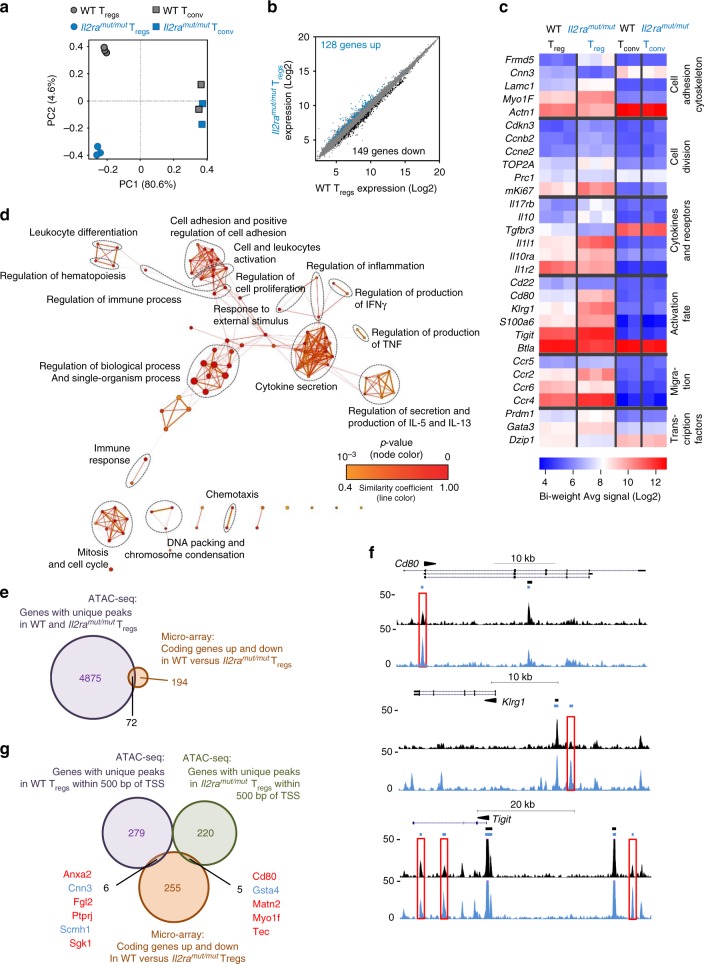
The expression of only a small set of genes in T_reg_ cells is altered by low IL-2 signals: **a** 5 × 10^4^ T_reg_ and T_conv_ cells were sorted by flow cytometry from LNs of three independent replicate *Il2ra*^*mut/mut*^ or WT *Foxp3*^*Rfp/Rfp*^ reporter mice and total RNA extracted and reverse transcribed to cDNA. Affymetrix mouse expression arrays (Pico 1.0) were then conducted. Principal component analysis (PCA) of expressed genes using the top 10% of genes with the highest variance in analyzed groups with each symbol featuring one mouse. **b** Scatter plot of individual genes expressed in *Il2ra*^*mut/mut*^ vs WT T_reg_ cells. Significantly upregulated and downregulated genes, defined as genes with at least 1.5 fold change, *p*-value ≤ 0.01, are colored blue or black, respectively, and numbers are shown. **c** Heat map of selected genes grouped under various categories as indicated and for which expression is significantly different between *Il2ra*^*mut/mut*^ and WT T_reg_ cells. **d** Network analysis of biological-process gene-ontology (GO) term enrichment among significantly upregulated genes in *Il2ra*^*mut/mut*^ vs control WT T_reg_ cells. Upregulated genes were analyzed for over-represented GO terms using BiNGO in Cytoscape, and the resulting network was calculated and visualized using EnrichmentMap. Groups of similar GO terms were manually circled. Line thickness and color are proportional to the similarity coefficient between connected nodes. Node color is proportional to the FDR-adjusted p-value of the enrichment. Node size is proportional to gene set size. **e** Venn diagram comparing differentially expressed genes in *Il2ra*^*mut/mut*^ vs WT T_reg_ cells to genes with unique peaks called in *Il2ra*^*mut/mut*^ and WT T_reg_ cells found in ATAC-seq in Fig. 3 based on gene symbols. **f** ATAC-seq tracks for 3 sample genes with at least 1 unique peak localized in distinct regions of the gene (promotor, intronic, intergenic). **g** Three-way Venn diagram comparing differentially expressed genes in *Il2ra*^*mut/mut*^ versus WT T_reg_ cells to genes containing unique peaks close to TSS (<500 bp) in *Il2ra*^*mut/mut*^ vs WT T_reg_ cells found in ATAC-seq

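With each LN library left out in turn, and the remaining library of its genotype reduced to as many top-ranked peaks as there were reproducible OCRs, between 8116 and 8912 OCRs were unique to one genotype. These were between 38.7% and 43.1% of the common OCRs.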

Most interestingly, although the number (4875) and relative proportion (~40%) of differential OCRs between *Il2ra*^*mut/mut*^ and WT LN T_reg_ cells is important (Fig. 3), those of differentially expressed genes (266) remain very small (below 1% of genes), suggesting that IL-2 signals play a more prominent role in shaping the epigenetic landscape and identity of T_reg_ cells than their ability to express sets of genes (Fig. 4e and Supplementary Data 6). Among the differentially expressed genes, only 72 exhibited unique OCRs in either WT or *Il2ra*^*mut/mut*^ LN T_reg_ cells. These OCRs may contribute to the changes in gene expression via chromatin structure modifications while the remaining genes (194) are likely to be controlled at the level of gene transcription with no changes in chromatin structures. For instance, CD80 that is highly expressed in *Il2ra*^*mut/mut*^ compared to WT LN T_reg_ cells, exhibits greater OCRs heights in *Il2ra*^*mut/mut*^ vs WT T_reg_ cell promoter regions (Fig. 4f). 

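Expression was not analysed here. The copy of Supplementary Data 6 lists 71 of the genes that the paper gives as differentially expressed with unique OCRs in LN T_reg_ cells, and 44 of them (62.0%) had a unique OCR as called here. A WT-unique OCR was found at 23 of these genes and an *Il2ra* mut/mut-unique OCR at 27, with 6 genes holding both. Of all genes with any OCR and an Entrez identifier, 28.4% had a unique OCR of either genotype. The list was drawn up by the study from the same libraries, so the larger share is not independent evidence.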

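*Cd80* (ENSMUSG00000075122) lies on chromosome 16 from 38455561 to 38496335 (mm10, plus strand). An *Il2ra* mut/mut-unique OCR from 38458686 to 38459085 lay in intron 1 of its longest transcript and covered the TSS of another transcript of the gene. Its called peak held 8 and 10 reads at the summit in WT replicates 1 and 2, and 19 and 21 in *Il2ra* mut/mut replicates 1 and 2, numbers that are not scaled between libraries. The authors' fold enrichment there was 4.56 and 5.56 in WT and 8.97 and 10.7 in *Il2ra* mut/mut. Within its own library the peak stood at the percentiles 47.8 and 66.3 in WT and 84.8 and 88.8 in *Il2ra* mut/mut. The region was therefore called in all 4 libraries, with an IDR of 0.182 in WT and 3.4e-04 in *Il2ra* mut/mut. Without the IDR step *Cd80* had no unique OCR. A common OCR lay in intron 3, from 38476296 to 38477085, with an IDR of 0.00477 in WT and 0.0393 in *Il2ra* mut/mut. *Cd80* had 1 WT-unique OCR at an IDR threshold of 0.01, with the stricter peak threshold, without *Il2ra* mut/mut replicate 1 and without *Il2ra* mut/mut replicate 2.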

Differential OCRs are further noted in intergenic regions of KLRG1 or in intronic regions for TIGIT. 

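*Klrg1* (ENSMUSG00000030114) lies on chromosome 6 from 122270596 to 122282882 (mm10, minus strand). Upstream of the gene, at a distance of 11.2 kb, lay an *Il2ra* mut/mut-unique OCR from 122293819 to 122294373, named here after its values were seen because it lies in the intergenic region. It held 22 and 20 reads at its summit in *Il2ra* mut/mut replicates 1 and 2 and 8 in WT replicate 2, and WT replicate 1 had no called peak there. The closest TSS is that of *Gm6637*, a processed pseudogene. A second *Il2ra* mut/mut-unique OCR lay in intron 3 of *Klrg1*, from 122274531 to 122274870, with 15 and 11 reads at its summit and no called peak in WT. Its IDR was 0.0338, and it was no longer called at an IDR threshold of 0.01, with the stricter peak threshold, with equal numbers of peaks per library or without *Il2ra* mut/mut replicate 1.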

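*Tigit* (ENSMUSG00000071552) lies on chromosome 16 from 43648867 to 43664146 (minus strand). An *Il2ra* mut/mut-unique OCR in its intron 3, from 43655031 to 43655791, held 7 and 10 reads at its summit in WT replicates 1 and 2 and 19 and 18 in *Il2ra* mut/mut replicates 1 and 2. Its IDR was 0.392 in WT and 5.4e-04 in *Il2ra* mut/mut. At *Tigit*, there were 2 *Il2ra* mut/mut-unique OCRs without *Il2ra* mut/mut replicate 1 and 3 without *Il2ra* mut/mut replicate 2, and 1 WT-unique OCR without WT replicate 1. The OCR at the promoter of *Tigit*, from 43663886 to 43665277, was common. Further unique OCRs outside the gene, named after their values were seen, lay 30.1 kb upstream (*Il2ra* mut/mut-unique, 43694028 to 43694439) and 20.0 kb downstream (WT-unique, 43628752 to 43629056).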

Interestingly, neither the *Foxp3* nor the *Helios* genes had differential OCRs between *Il2ra*^*mut/mut*^ and WT T_reg_ cells (Supplementary Fig. 4g and Data 7). 

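*Foxp3* (ENSMUSG00000039521) lies on chromosome X from 7579567 to 7595245 (mm10). Its OCR, in intron 1 from 7583760 to 7584598, was common, with 43 and 68 reads at the summit in WT replicates 1 and 2 and 56 and 45 in *Il2ra* mut/mut replicates 1 and 2. *Foxp3* had no unique OCR, and neither had the surrounding 30 kb on either side. Without WT replicate 1, where the remaining WT library stands alone, 1 WT-unique OCR was assigned to *Foxp3*. *Ikzf2* (ENSMUSG00000025997), which encodes Helios, lies on chromosome 1 from 69531214 to 69687245 (minus strand). Within the gene or nearest to its TSS lay 8 common OCRs and 3 unique ones, all 3 of these in intron 3. The closest TSS of the unique ones was that of *Gm29112* or *Gm28112*, annotated as sense intronic, and not that of *Ikzf2*. The WT-unique OCR from 69578668 to 69579287 held 10 and 15 reads at its summit in WT and 12 and 15 in *Il2ra* mut/mut, with an IDR of 0.0457 in WT and 0.0627 in *Il2ra* mut/mut. The WT-unique OCR from 69626215 to 69626508 held 12 reads in each WT library and had no called peak in *Il2ra* mut/mut, and its IDR was 0.0450. The *Il2ra* mut/mut-unique OCR from 69657481 to 69657826 held 7 and 14 reads in WT and 16 and 12 in *Il2ra* mut/mut, with an IDR of 0.455 in WT and 0.0105 in *Il2ra* mut/mut. At an IDR threshold of 0.01 *Ikzf2* had no unique OCR, while other alternatives gave up to 3 WT-unique and up to 6 *Il2ra* mut/mut-unique OCRs. Without WT replicate 2 there was no WT-unique and 1 *Il2ra* mut/mut-unique OCR, without *Il2ra* mut/mut replicate 1 there was 1 WT-unique and no *Il2ra* mut/mut-unique OCR, and without *Il2ra* mut/mut replicate 2 there were 3 and 2.

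**Figure D3:**
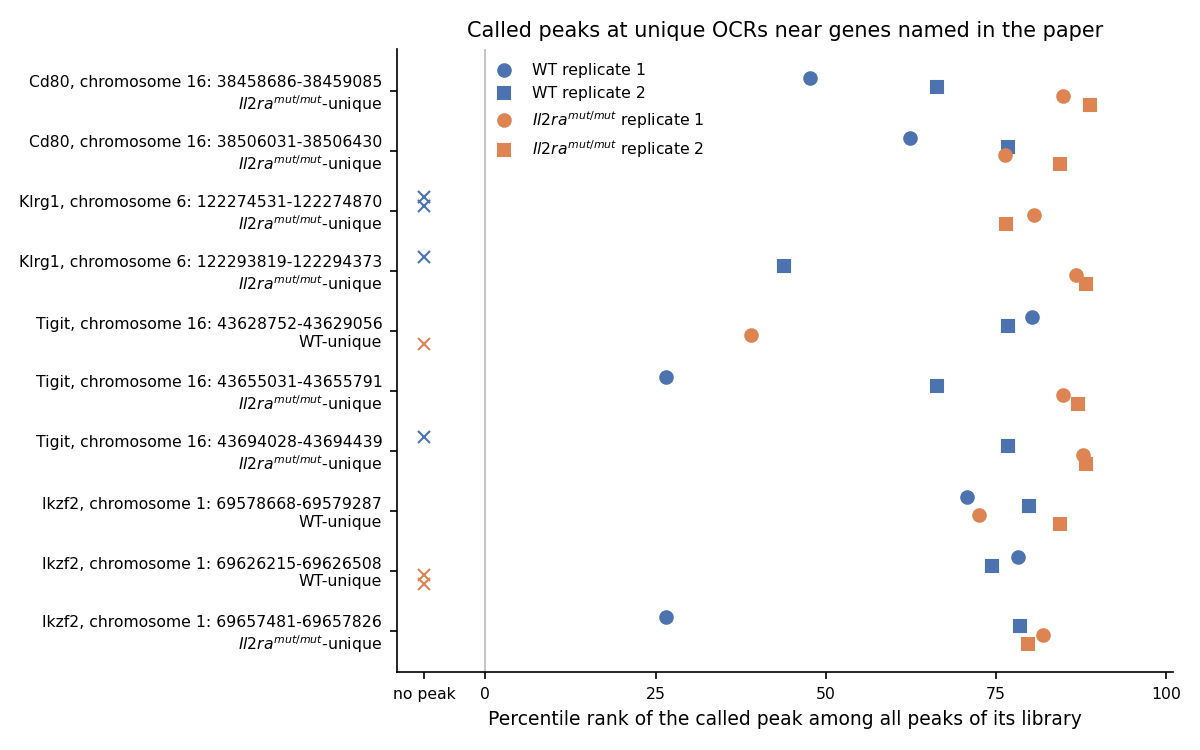
Percentile rank of the called peak in each of the 4 LN T_reg_ cell libraries at the unique OCRs in and within 30 kb of *Cd80*, *Klrg1*, *Tigit* and *Ikzf2* (*Foxp3* has none), with crosses for libraries without a called peak. The WT peaks at the *Cd80* OCR in intron 1 stand at the percentiles 47.8 and 66.3 and the *Il2ra* mut/mut peaks at 84.8 and 88.8, whereas at the first *Ikzf2* OCR the peaks of all 4 libraries stand between 70.7 and 84.5.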

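Binding motifs were searched in the 200 bp around the midpoint of each unique OCR of LN T_reg_ cells, on both strands, as fixed words that were set for each family: TGTTTAC or TGTTTGC for FOXO, CCACGCCC or CCACACCC for KLF, TGTGGTT for RUNX, CCGGAAGT or CAGGAAGT for ETS, and CCACTAGGGGG with up to 2 mismatches for CTCF. The shares were compared with those of common OCRs of the same GC content by Fisher's exact test (two-sided), with Benjamini-Hochberg adjustment over the 10 comparisons. Width was not matched: the median was 853 bp for common, 492 bp for WT-unique and 439 bp for *Il2ra* mut/mut-unique OCRs. The midpoint need not be the summit, so the window may cover the summit less often in the wider common OCRs. FOXO words occurred in 6.97% of WT-unique OCRs (95% Wilson interval 6.24 to 7.77) and 6.92% of their matched common OCRs (adjusted exact p = 0.966), and in 6.56% of *Il2ra* mut/mut-unique OCRs (5.83 to 7.37) and 6.81% of theirs (adjusted p = 0.762). Without *Il2ra* mut/mut replicate 1, FOXO words occurred in 6.17% of *Il2ra* mut/mut-unique OCRs against 7.74% of matched common OCRs, and in 6.66% of WT-unique OCRs against 7.26%. Without WT replicate 1, they occurred in 7.77% of WT-unique OCRs and 6.28% of *Il2ra* mut/mut-unique OCRs, both against 7.43% of matched common OCRs. KLF words occurred in 4.08% of WT-unique OCRs (3.52 to 4.72) against 4.62% (adjusted exact p = 0.343), and in 4.24% of *Il2ra* mut/mut-unique OCRs (3.65 to 4.91) against 4.51% (adjusted p = 0.729). In a direct comparison of WT-unique with *Il2ra* mut/mut-unique OCRs by the same test, p was 0.481 for FOXO and 0.740 for KLF. RUNX words were rarer in WT-unique than in matched common OCRs (8.27% against 10.3%, odds ratio 0.782, adjusted exact p = 0.0031). ETS words were rarer in *Il2ra* mut/mut-unique than in matched common OCRs (7.24% against 10.3%, odds ratio 0.682, adjusted exact p = 1.1e-05). CTCF words were more frequent in both sets of unique OCRs, at 15.0% against 7.35% in WT (odds ratio 2.23, adjusted exact p = 2.2e-28) and 9.88% against 7.59% in *Il2ra* mut/mut (odds ratio 1.34, adjusted p = 0.0011). The crossed splits gave the same directions in all 4 of their sets of unique OCRs: the odds ratio against matched common OCRs lay between 0.645 and 0.864 for RUNX (adjusted exact p from 2.0e-04 to 0.0572), between 0.722 and 0.854 for ETS (0.0021 to 0.0253) and between 1.88 and 2.08 for CTCF (at most 5.2e-08). Searching 100 bp in place of 200 bp moved the shares most, to 3.36% for FOXO words in WT-unique OCRs against 3.65% in matched common OCRs. In this narrower window, the adjusted p was 0.959 for RUNX words in WT and 0.350 for ETS words in *Il2ra* mut/mut, while matching the common OCRs on promoter location as well gave 5.7e-04 and 8.9e-06. That matching also gave fewer KLF words in WT-unique than in common OCRs, at 4.08% against 5.17% (adjusted exact p = 0.0326).

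**Figure D4:**
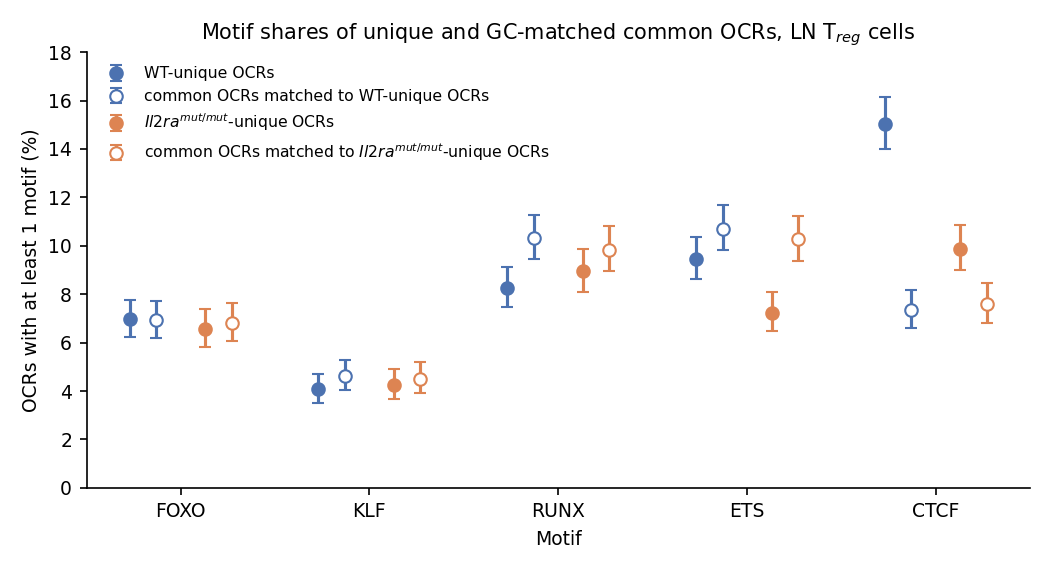
Percentage of unique OCRs (filled) and of common OCRs matched to them on GC content (open) with at least 1 motif word within 200 bp, for WT and *Il2ra* mut/mut LN T_reg_ cells, with bars for the 95% Wilson interval. FOXO and KLF words lie between 4.08% and 6.97% in all sets, and CTCF words reach 15.0% in WT-unique OCRs.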

Analysis of the potential binding motifs for TFs in the differential OCRs revealed that a different set of TFs such as FOXO and KLF family members, could possibly bind in WT but not *Il2ra*^*mut/mut*^ T_reg_ cells (Supplementary Fig. 4h). Because chromatin structures in the vicinity of TSS regions play critical roles in the expression status of the gene, we tested if differentially expressed genes contain differential OCRs close to the TSS (Fig. 4g and Supplementary Data 6). 

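Unique OCRs of LN T_reg_ cells within 500 bp of a TSS were found at 606 genes in WT and at 461 genes in *Il2ra* mut/mut. The crossed splits of the libraries gave 247 and 764 genes in one split and 325 and 645 in the other. Of the 275 genes matched from the paper's list of genes with such an OCR in WT but no change in expression (Supplementary Data 6), 72.7% had a WT-unique OCR within 500 bp of a TSS here. For the corresponding *Il2ra* mut/mut list, 73.3% of 217 genes had an *Il2ra* mut/mut-unique OCR there. Among all genes with any OCR and an Entrez identifier, the shares were 3.71% for WT and 2.82% for *Il2ra* mut/mut. These lists too come from the same libraries, so the larger shares are not independent evidence. Of 246 differentially expressed genes that the paper lists without such an OCR, 19.1% had a unique OCR at any distance here. Counting as unique only OCRs with no called peak in the other genotype moved the numbers of genes within 500 bp most as a ratio, to 23 in WT and 12 in *Il2ra* mut/mut. Leaving out the IDR step gave 976 and 932 genes.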

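Of the 11 genes of Fig. 4g, 10 had a unique OCR within 500 bp of a TSS, in the genotype for which the figure lists them. On the WT side these were 5 of 6 genes, *Anxa2*, *Cnn3*, *Fgl2*, *Scmh1* and *Sgk1*. *Ptprj*, the remaining gene, had 5 common OCRs and no unique one. On the *Il2ra* mut/mut side these were all 5 genes, *Cd80*, *Gsta4*, *Matn2*, *Myo1f* and *Tec*. At 9 of the 10 OCRs both libraries of the other genotype also had a called peak, and at the OCR of *Anxa2* 1 of them had. With a library left out, fewer of the 10 genes kept this OCR as unique: 6 without WT replicate 1 (not *Sgk1*, *Gsta4*, *Myo1f* and *Tec*), 9 without WT replicate 2 (not *Sgk1*), 8 without *Il2ra* mut/mut replicate 1 (not *Anxa2* and *Scmh1*) and 8 without *Il2ra* mut/mut replicate 2 (not *Fgl2* and *Matn2*). Without the IDR step, 1 gene, *Anxa2*, kept it, *Sgk1* had another unique OCR within 500 bp of a TSS, and no gene had one when the other genotype was required to have no called peak. The IDR of these OCRs ranged from 1.9e-04 to 0.0313 in their own genotype and from 0.056 to 0.491 in the other. The OCR of *Cnn3*, on chromosome 3 from 121426119 to 121427852 (mm10), had the lowest IDR and held 17 and 25 reads at its summit in WT replicates 1 and 2 and 11 and 9 in *Il2ra* mut/mut replicates 1 and 2. The OCR of *Fgl2*, on chromosome 5 from 21372404 to 21372968, held 18 and 16 reads in WT and 18 and 11 in *Il2ra* mut/mut.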

Eleven differentially expressed genes contain differential OCRs close to their TSS (±500 bp) while the majority of the remaining genes did not, suggesting that these genes undergo epigenetic modifications mostly occurring on elements distal to the TSS such as gene enhancer regions. In summary, despite establishing major genome wide changes of the T_reg_ cell epigenetic landscape, IL-2 signals on LN T_reg_ cells at steady state only translate in modest modifications of their gene expression profiles.

### IL-2 regulates SATB1 positioning prior T_reg_ cell commitment

We next investigated how IL-2 signals mediate such large genome-wide changes in the T_reg_ cell epigenome. Given its essential role in T_reg_ cell-lineage specification and functions^5–7,14^, and its dependence on IL-2^19,21^, one obvious candidate is the Foxp3 TF. If Foxp3 accounted for our observations, we predicted that Foxp3 binding regions would exhibit a very large overlap with the OCRs found in WT T_reg_ cells but less with that of *Il2ra*^*mut/mut*^ T_reg_ cells (Supplementary Fig. 5a). By aligning published chromatin immunoprecipitation sequencing (ChIP-seq) results of the Foxp3 TF defining the Foxp3 binding sites throughout the genome of LN T_reg_ cells^26^ with our ATAC-seq data, we found that Foxp3 DNA binding regions largely overlapped with OCRs common between *Il2ra*^*mut/mut*^ and WT LN T_reg_ cells, suggesting that IL-2-mediated alterations of the T_reg_ cell epigenome are independent of Foxp3. Robust experimental evidence supports the idea that T_reg_ cell epigenetic and functional identity is established in the thymus prior T_reg_ cells express Foxp3^13,24–26^. Notably, the pioneer factor SATB1 was reported to be essential for T_reg_ cell-lineage specification before expression of Foxp3 in the thymus but not after^27^. Thus, we hypothesized that IL-2 acts through SATB1 before thymocytes commit to the T_reg_ cell fate, at the single positive (SP) CD4^+^ thymocyte stage^11,13,24^. We know (Fig. 3) that mature Foxp3^+^ *Il2ra*^*mut/mut*^ thymic T_reg_ cells already exhibit differential OCRs compared to WT counterparts, suggesting epigenetic changes may have occurred before this stage. We conducted ChIP-seq experiments of SATB1 on SP CD4^+^ thymocytes isolated from *Il2ra*^*mut/mut*^ or WT mice, postulating that SATB1 DNA positioning would differ if indeed this pioneer factor is involved in the regulation of IL-2-mediated T_reg_ cell epigenetic changes (Fig. 5). The vast majority of SATB1-bound regions in WT and *Il2ra*^*mut/mut*^ SP CD4^+^ thymocytes overlapped. While only 123 unique DNA regions are bound by SATB1 in WT thymocytes, SATB1 associate to more than 50% additional regions (2929) in *Il2ra*^*mut/mut*^ thymocytes, showing that ectopic binding of this pioneer factor occurs when IL-2 signals are limiting (Fig. 5a). Interestingly, the 123 unique SATB1-binding regions in WT thymocytes localize closer to promoter areas compared to that of *Il2ra*^*mut/mut*^ counterparts which are far from TSS (>100 kb) in distal intergenic regions (Fig. 5b, c and Supplementary Fig. 5b). Assigning the 123 SATB1-bound regions to the nearest gene TSS highlighted 96 genes among which 26 are common to *Il2ra*^*mut/mut*^ T_reg_ cells despite different SATB1-bound areas (Fig. 5d and Supplementary Data 7). Interestingly, 29 of the 96 genes with unique SATB1-binding sites are located within less than 2 kb from the TSS, and a majority encodes for DNA remodeling proteins, cell cycle, signal transduction and metabolism (Supplementary Fig. 5c). These genes exhibit variable levels of expression across thymocyte development^41^, in particular between the SP CD4^+^ thymocyte and thymic T_reg_ cell stages, consistent with a possible regulatory role of their expression by promoter-bound SATB1. SATB1 binds ~20 times more genes (2236) in *Il2ra*^*mut/mut*^ compared to WT thymocytes, illustrating its ectopic binding when IL-2 signals are limiting (Fig. 5d). BP-GO analysis on the common genes between the two conditions revealed that SATB1 targets common processes (~21) involved in DNA remodeling, transcriptional regulation and metabolism (Fig. 5e and Supplementary Fig. 5d and Data 8a,b). However, when IL-2 signaling is impaired, SATB1-associated genes are implicated in 83 additional processes that include immune cell activation, adhesion and differentiation, and may reflect less focused binding. A search for known TF binding motifs within the regions bound by SATB1 highlighted GATA3, RUNX1 and ETS1 among the top ones, which are all associated with the regulation of Foxp3 expression^15,17,42,43^ (Fig. 5g). These motifs are AT-rich, which represent SATB1 preferential binding motifs^44^. While no enriched motifs are revealed in the 123 unique regions of WT SP CD4^+^ thymocytes, all of the prior ones are found in the remaining WT and *Il2ra*^*mut/mut*^ SATB1-bound regions. The proportion of these TF-binding motifs is enriched in peaks common with WT thymocytes, suggesting a more focused binding of SATB1 when normal IL-2 signals are received. Thus, IL-2 signals have a significant impact on where the pioneer factor SATB1 binds to DNA in SP CD4^+^ thymocytes, which is likely to contribute to IL-2 modulation of the Foxp3^+^ T_reg_ cell epigenetic landscape.

**Fig. 5:**
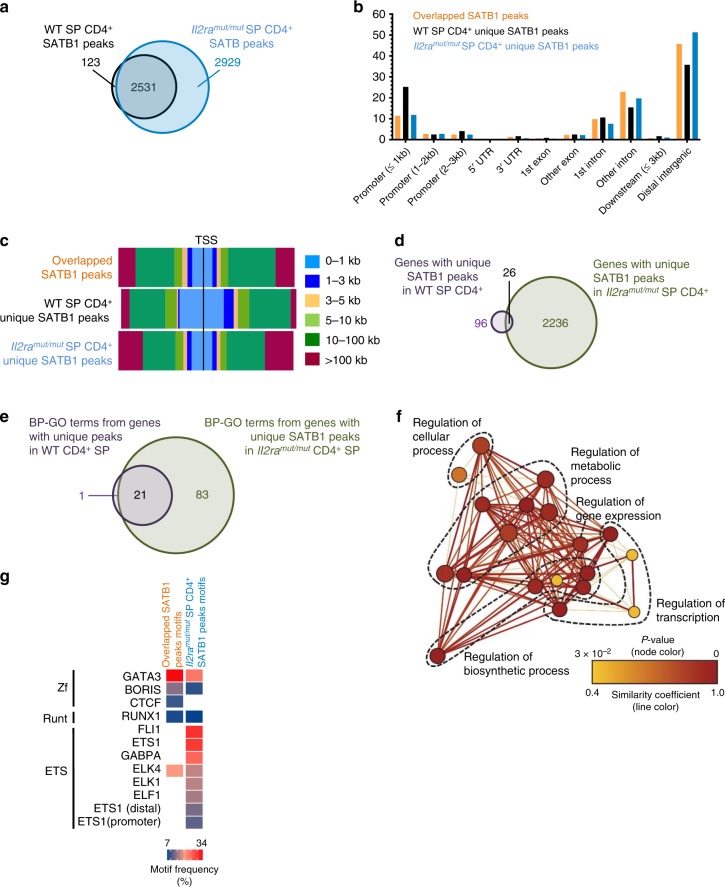
Ectopic DNA binding of SATB1 in SP CD4^+^ thymocytes receiving low IL-2 signals: 2 × 10^6^ SP CD4^+^ thymocytes were sorted in 2 independent duplicate experiments by flow cytometry from the thymus of *Il2ra*^*mut/mut*^ and WT mice, PFA fixed, lysed, and cross-linked DNA was used for chromatin immunoprecipitation sequencing (ChIP-seq) of the pioneer factor SATB1. **a** Venn diagram of the number of common and unique SATB1 DNA binding peaks in *Il2ra*^*mut/mut*^ vs WT SP CD4^+^ thymocytes. **b**, **c** Distribution of common and unique SATB1 DNA binding peaks across gene organization (**b**) and distance to the transcription start site (TSS, **c**) in the whole genome. **d** Venn diagram of the number of genes exhibiting unique SATB1 DNA binding peaks in *Il2ra*^*mut/mut*^ vs WT SP CD4^+^ thymocytes. **e** Venn diagram of biological-process gene-ontology (BP-GO) from genes with unique SATB1 DNA binding peaks in WT vs *Il2ra*^*mut/mut*^ SP CD4^+^ thymocytes. **f** Network analysis of BP-GO term enrichment among genes with unique SATB1 DNA binding peaks in WT SP CD4^+^ thymocytes. Genes with unique SATB1-binding peaks were analyzed for over-represented GO terms using BiNGO in Cytoskape, and the resulting network was calculated and visualized using EnrichmentMap in Cytoscape. Groups of similar GO terms were manually circled. Line thickness and color are proportional to the similarity coefficient between connected nodes. Node color is proportional to the FDR-adjusted *p*-value of the enrichment. Node size is proportional to gene set size. **g** Frequency of known TF binding site motifs enriched in common and unique SATB1 DNA binding peaks in WT and *Il2ra*^*mut/mut*^ SP CD4^+^ thymocytes. Motif frequency (%) is shown in heat map

### *Il2ra*^*mut/mut*^ mice lack autoimmunity despite altered chromatin

Given the importance of IL-2 in T_reg_ cell stability, immune homeostasis^21–23,40^ and epigenetic programming (Figs. 3, 5), we postulated that *Il2ra*^*mut/mut*^ mice may develop symptoms consistent with autoimmunity over time. Monitoring of T cell phenotypes in the peripheral blood of *Il2ra*^*mut/mut*^ and WT mice over ~1.5 years did not reveal any differences in cell-surface expression of classical activation markers (CD44, CD62L, KLRG1), in contrast to T cells from *Foxp3*^*y/*−^ mice analyzed 1.5 months post birth (Fig. 6a and Supplementary Fig. 6a). No T cell infiltrates were detected in the liver, pancreas or small intestine of *Il2ra*^*mut/mut*^ mice, which all represent peripheral organs often associated with the onset of an autoimmune reaction (Fig. 6b). We next investigated how mutant T_reg_ cells may control autoreactive T_conv_ cells and maintain immune homeostasis. We first conducted an extensive characterization of T_reg_ cells from *Il2ra*^*mut/mut*^ compared to WT mice (Fig. 6c and Supplementary Fig. 6b). *Il2ra*^*mut/mut*^ T_reg_ cells express higher cell-surface levels of IL-7 and IL-15 survival receptors (CD127 and CD122) and lower levels of IL-15Rα, consistent with the idea that T_reg_ cells receiving lower IL-2 signals may rely on the use of compensatory IL-7 and IL-15 cytokines^11,19,29^. These T_reg_ cells also undergo increased cell proliferation (Ki67^+^) and upregulated T cell inhibitory receptors (CTLA4, GITR) and ICOS, which are reported to promote efficient T_reg_ cell-mediated suppression^45^. We did not detect any difference in TCR Vβ usage (Supplementary Fig. 6c), likely ruling out major biases in *Il2ra*^*mut/mut*^ T_reg_ cell repertoire. Since the common IL-2/IL-15 transducing beta chain CD122 was significantly upregulated on *Il2ra*^*mut/mut*^ T_reg_ cells compared to WT counterparts (spleen and thymus), we next crossed *Il2ra*^*mut/mut*^ mice to *Il15*^−*/*−^ mice, postulating that IL-15 signals are essential for mutant T_reg_ cells to maintain immune homeostasis in these mice (Fig. 6d) and compensate for impaired IL-2 signals though *Il2ra*^*mut/mut*^ mice have higher levels of circulating IL-2 (Supplementary Fig. 6d). The proportion of activated CD4^+^ (CD62L^lo^CD44^hi^) and CD8^+^ (CD62^lo^KLRG1^+^) T_conv_ cells in *Il2ra*^*mut/mut*^*Il15*^−*/*−^ and *Il15*^−*/*−^ mice was equivalent (Fig. 6d) and similar to that of WT mice (Fig. 6a), but significantly lower than in *Foxp3*^*y/*−^ mice. In addition, we did not find any evidence of T cell infiltrates in the liver or the spleen of these mice (Supplementary Fig. 6e). However, the proportion of Foxp3^+^ T_reg_ cells in *Il2ra*^*mut/mut*^*Il15*^−*/*−^ mice was reduced compared to WT, *Il2ra*^*mut/mut*^ or *Il15*^−*/*−^ mice (Fig. 6e). Recently, two distinct subsets of T_reg_ cells discriminated on CD44, CD62L and CCR7 expression were proposed to require either IL-2 (CD44^lo^CD62^hi^) or ICOS (CD44^hi^CD62^lo^) signaling for their maintenance^46^. Since we noted high cell-surface expression of ICOS on *Il2ra*^*mut/mut*^ T_reg_ cells (Fig. 6c), we reasoned that impaired IL-2 signals might favor the onset of a CD44^hi^CD62^lo^ T_reg_ cell subset that requires ICOS signaling. Unexpectedly, we only observed lower proportions of the CD44^hi^CD62^lo^ T_reg_ cell subset in *Il2ra*^*mut/mut*^ and *Il2ra*^*mut/mut*^*Il15*^−*/*−^ compared to WT mice, and this proportion was even further decreased by blocking ICOS for 2 weeks (Fig. 6f). The overall proportion of Foxp3^+^ T_reg_ cells among CD4^+^ T cells in the blood of ICOS-neutralized *Il2ra*^*mut/mut*^*Il15*^−*/*−^ mice was also reduced by ~50%, although mice did not develop autoimmunity (Fig. 6e and Supplementary Fig. 6f), suggesting that none of the proposed mechanisms accounts for the absence of autoimmune disease in *Il2ra*^*mut/mut*^ mice.

**Fig. 6:**
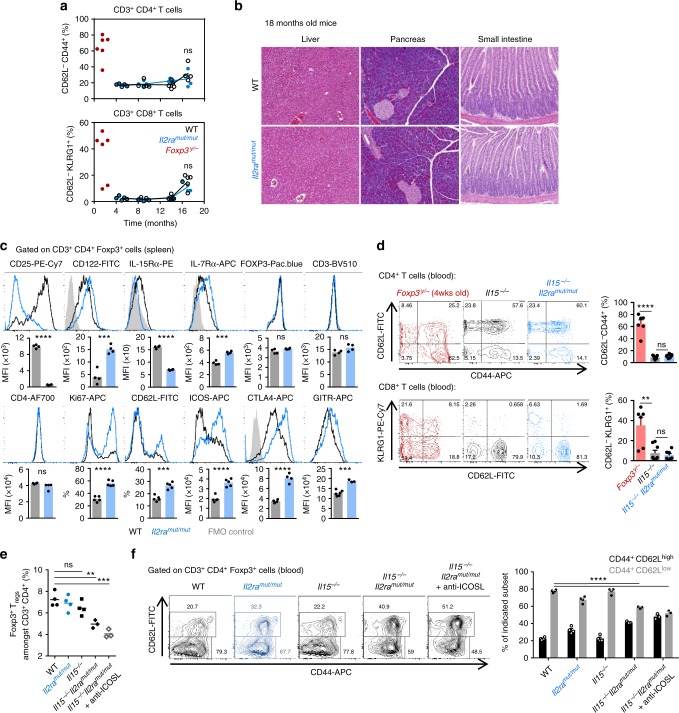
*Il2ra*^*mut/mut*^ mice do not develop any signs of autoimmunity: **a** T cells collected from blood of *Il2ra*^*mut/mut*^ and WT mice were stained for cell-surface CD3, CD8, CD4 and CD62L, CD44, KLRG1 activation markers at indicated times over an 18 months period. Blood from control *Foxp3*^*y/*−^ was analyzed at ~1.5 months post birth. Each symbol represents an individual mouse. **b** At month 18, liver, pancreas, and small intestine were harvested, fixed/cut, and stained with H/E. **c** Spleen cells from 8 to 10-weeks-old *Il2ra*^*mut/mut*^ and WT mice were stained for cell-surface CD3, CD4, intracellular Foxp3 and indicated markers. Overlay of representative FACS histograms after gating on CD3^+^CD4^+^Foxp3^+^ T cells are shown and bar graphs average relative expression levels (MFI, *n* = 4–5). **d** Blood from *Il2ra*^*mut/mut*^*Il15*^−*/*−^, *Il15*^−*/*−^ (6 months old) or *Foxp3*^*y/*−^ mice was stained as in **a** and representative FACS dot plots with bar graphs summarizing average across mice (*n* = 6–7) are shown. **e** Proportion of peripheral blood Foxp3^+^ T_reg_ cells among CD3^+^CD4^+^ T cells in indicated mice treated (or not) with anti-ICOSL for 2 weeks. **f** Blood leukocytes from indicated mice groups were stained for expression of CD3, CD4, intracellular Foxp3, CD62L, CD44. Representative dot plots and summary bar graphs of average CD44/CD62L expression levels across all groups of mice are shown (*n* = 3–4). *p*-values are indicated when relevant with *p < 0.05; **p < 0.01; ***p < 0.001; NS not significant, using two-tailed unpaired Student’s *t-*test

### *Il2ra*^*mut/mut*^ T_reg_ cells cannot repress WT autoimmune T cells

Lack of IL-2 or its receptor chains leads to fatal autoimmunity because T_reg_ cells are unstable and fail to suppress autoreactive T_conv_ cells^11–13^. Yet, mice in which IL-2 signaling is genetically altered by targeted mutation in the IL-2Rβ/CD122 transducing chain do not become autoimmune^29^. Thus, we reasoned that similar to IL-2Rβ mutant T_reg_ cells, *Il2ra*^*mut/mut*^ T_reg_ cells may repress *Il2ra*^*mut/mut*^ but not WT autoreactive T_conv_ cells. As a first step to assess this idea, we conducted a standard in vitro suppression assay using increasing numbers of *Il2ra*^*mut/mut*^ or control WT T_reg_ cells incubated with CFSE-labeled anti-CD3 activated T_conv_ cells (Supplementary Fig. 7a). *Il2ra*^*mut/mut*^ T_reg_ cells inhibit T_conv_ cell proliferation ~two fold less than WT T_reg_ cells across all ratios, possibly accounting for the lack of autoimmunity in *Il2ra*^*mut/mut*^ mice. Since T_reg_ cells grown in vitro with anti-CD3/CD28 stimulation and under limited IL-2 availability lose Foxp3 expression and convert to effector T cells^18^, we next assessed whether *Il2ra*^*mut/mut*^ T_reg_ cells also lacked stability after TCR triggering in vitro (Supplementary Fig. 7b). While ~60% of WT T_reg_ cells lost Foxp3 expression, ~85% of *Il2ra*^*mut/mut*^ converted to Foxp3^neg^ T cells, consistent with impaired lineage stability when IL-2 signals are limiting. Thus, even if they can prevent autoimmunity in *Il2ra*^*mut/mut*^ mice, *Il2ra*^*mut/mut*^ T_reg_ cells may not be able to suppress WT autoreactive T_conv_ cells to the extent to which WT T_reg_ cells can.

To further evaluate their suppressive capacity in vivo, we used two distinct but complementary models of acute autoimmunity development, and a model of reconstitution at homeostasis. We first conducted rescue experiments of *Foxp3*^*y/*−^ mice^5^ which develop fatal autoimmunity within ~3–4 weeks post birth, by transferring T_reg_ cells sorted from the secondary lymphoid organs (SLOs) of WT or *Il2ra*^*mut/mut*^ *Foxp3*^*Rfp/Rfp*^ reporter mice to recipient neonates (day 1–3) (Fig. 7a). As expected, *Foxp3*^*y/*−^ mice receiving WT T_reg_ cells survived, while those transferred with *Il2ra*^*mut/mut*^ T_reg_ cells did not control the development of wasting disease and ultimately succumbed, as did untransferred counterparts. Second, we adoptively transferred CD4^+^CD25^neg^ T_conv_ cells to *Rag1*^−*/*−^ mice, which also results in a rapid wasting disease unless functional T_reg_ cells are co-transferred (Fig. 7b). As predicted from the first model, *Il2ra*^*mut/mut*^ T_reg_ cells fail to suppress autoreactive T_conv_ cell-mediated autoimmunity with a rapid loss of weight and massive infiltrates of T cells in multiple organs (lung, liver, small intestine) in contrast to control groups transferred with WT T_reg_ cells or only CD4^+^ T_conv_ cells (Fig. 7c and Supplementary Fig. 7c). Consequently, the absolute numbers of CD4^+^ T_conv_ cells were two (lung) to five (spleen) fold increased in autoimmune mice with a higher proportion secreting IL-2 (factor of 2), IL-17A, and IFNγ (Fig. 7d). Fate mapping of *Il2ra*^*mut/mut*^ or WT T_reg_ cells transferred to *Rag1*^−*/*−^ (Fig. 7e) or *Foxp3*^*y/*−^ (Supplementary Fig. 7d) mice further showed that Foxp3^+^ *Il2ra*^*mut/mut*^ T_reg_ cells become ex-T_reg_ cells and are lost compared to WT counterparts, both in proportion and absolute numbers. Thus, a threshold of IL-2 signals to T_reg_ cells is needed to program their functional attributes, for their maintenance, and to prevent wasting autoimmunity. Consistent with this conclusion and the lack of competitive fitness^21^ of *Il2ra*^*mut/mut*^ T_reg_ cells, a significantly lower proportion of *Il2ra*^*mut/mut*^ compared to WT T_reg_ cells was measured in WT B6 chimeric mice reconstituted with an equal ratio of *Il2ra*^*mut/mut*^ and WT bone-marrow donor cells while the proportion of CD4^+^ T_conv_ cells was maintained (Fig. 7f).

**Fig. 7:**
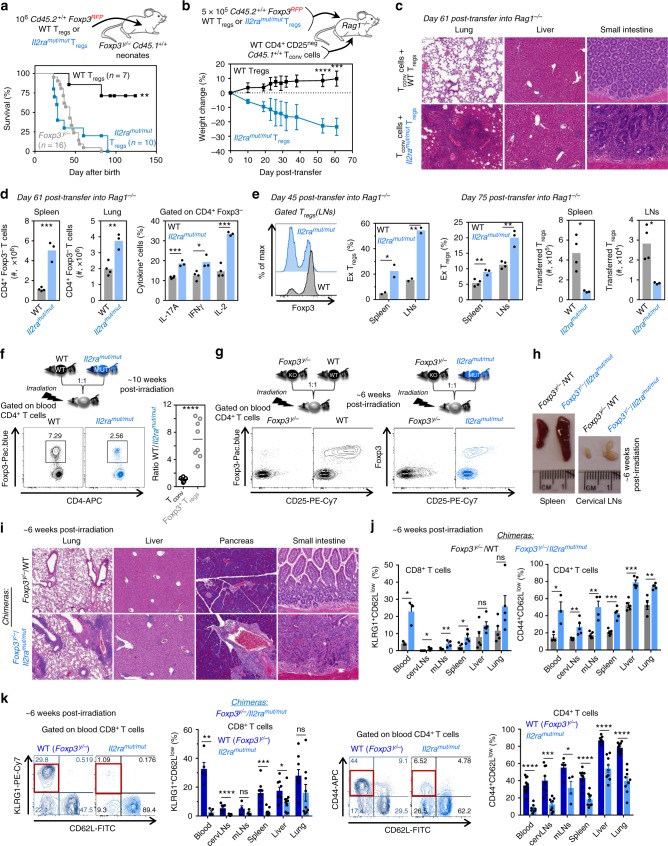
T_reg_ cells receiving limited IL-2 signals cannot suppress autoreactive WT T_conv_ cells: **a** *Foxp3*^*y/*−^ *Cd45.1*^*+/+*^ neonate mice were transferred i.p. with 10^6^ *Il2ra*^*mut/mut*^ or WT flow-purified *Foxp3*^*Rfp/Rfp*^ CD3^+^CD4^+^ T_reg_ cells and survival was monitored over 120 days. Graphs average results over multiple mice in each group and 7-16 replicate experiments. **b**, **c** *Rag1*^−*/*−^ mice received 5 × 10^5^ flow-purified *Foxp3*^*Rfp/Rfp*^ CD3^+^CD4^+^ T_reg_ cells together with 1.5 × 10^6^ WT CD3^+^CD4^+^CD25^neg^ T_conv_ cells i.v. Weight loss was monitored up to 61 days post transfer and immune cell infiltrates on H/E stained sections is shown at day 61 (*n* = 4). **d** Numbers of transferred *Foxp3*^*Rfp/Rfp*^ CD3^+^CD4^+^ T_reg_ cells in the spleen and lung of *Rag1*^−*/*−^ mice (left bar graphs) and proportion of cytokine-secreting CD3^+^CD4^+^ T_conv_ cells 4 h post PMA/ionomycin stimulation. **e** Foxp3 expression in *Foxp3*^*Rfp/Rfp*^ CD3^+^CD4^+^ T_reg_ cells 45 and 75 days post transfer, proportion and absolute numbers of ex-T_reg_ cells in LNs and spleens. **f**, **g** Schematic of mixed bone-marrow chimera generation in lethally irradiated WT B6 recipient mice with discriminative congenic markers. **f**, **g** Representative FACS dot plots of Foxp3 and CD4 expression in blood T cells of **f** WT*/Il2ra*^*mut/mut*^ and **g** *Foxp3*^*y/*−^/WT and *Foxp3*^*y/*−^*/Il2ra*^*mut/mut*^ chimeras 10 and 6 weeks post reconstitution, respectively. Graph in **f** shows the ratio of WT vs *Il2ra*^*mut/mut*^ T_conv_ and T_reg_ cells for each individual chimera. Data are across several chimeras (5–9 mice/group) in 3–4 replicate experiments. **h**, **i** Spleen, LN pictures, and H/E stained sections of lung, liver, pancreas, and small intestine from *Foxp3*^*y/*−^/WT and *Foxp3*^*y/*−^*/Il2ra*^*mut/mut*^ chimeras. **j** Cells from indicated organs from the two groups of chimeras were stained for cell-surface expression of CD3, CD4, CD8, CD62L, KLRG1, and CD44. Bar graphs show the proportion of activated CD4^+^ (CD44^+^CD62L^lo^) or CD8^+^ (KLRG1^+^CD62L^lo^) T cells (*n* = 5–9). **k** Proportion of activated CD3^+^CD4^+^ or CD8^+^ T_conv_ cells from *Il2ra*^*mut/mut*^ or WT BM in *Foxp3*^*y/*−^*/Il2ra*^*mut/mut*^ chimeras. Bar graphs summarize average proportion across mice (*n* = 5–9). p-values are indicated when relevant with *p < 0.05; **p < 0.01; ***p < 0.001; NS not significant, using two-tailed unpaired Student’s *t*-test. Symbols on bar graphs feature individual mice

As a last step to assess *Il2ra*^*mut/mut*^ T_reg_ cells functional attributes, we created another chimeric mouse model at homeostasis in which T_reg_ cells lacked full IL-2 responsiveness while T_conv_ cells responded normally. We reconstituted lethally irradiated WT mice with bone marrow cells from *Foxp3*^*y/*−^ and *Il2ra*^*mut/mut*^ or control WT mice (Fig. 7g). In such *Foxp3*^*y/*−^/*Il2ra*^*mut/mut*^ chimeras, only T_reg_ cells lacked CD25 expression and mice exhibited enlarged spleens and LNs compared to the *Foxp3*^*y/*−^/WT control chimeras (Fig. 7h). Moreover, massive infiltrates of T cells were noted in lung, liver, pancreas and small intestine of *Foxp3*^*y/*−^/*Il2ra*^*mut/mut*^ mice, with gross architectural tissue alterations compared to the control group (Fig. 7i). In line with these findings, both CD4^+^ and CD8^+^ T cells in *Foxp3*^*y/*−^/*Il2ra*^*mut/mut*^ but not *Foxp3*^*y/*−^/WT chimeras underwent robust activation (CD62L^low^, KLRG1^+^, CD44^hi^, CD69^hi^) across multiple tissues (Fig. 7j and Supplementary Fig. 7e, f). Only WT but not *Il2ra*^*mut/mut*^ T_conv_ cells in *Foxp3*^*y/*−^/*Il2ra*^*mut/mut*^ chimeras were activated (Fig. 7k and Supplementary Fig. 7g), suggesting that equal responsiveness to IL-2 by T_conv_ cells and T_reg_ cells represent a major parameter safeguarding immune homeostasis. In summary, T_reg_ cells that can only integrate lower IL-2 signals than their T_conv_ cell counterpart, acquire a suboptimal epigenetic program, are less stable (Foxp3) and are impaired in their ability to deprive autoreactive T_conv_ cells of IL-2.

## Discussion

While the Foxp3 TF is required to maintain peripheral T_reg_ cell identity and functions, it is not sufficient to secure their stable epigenetic identity and program their functional features^12,16,24^. But how exactly are T_reg_ cell chromatin accessibility characteristics determined before Foxp3 is expressed is still hotly debated. TCR signaling represents the major cue driving thymic selection, and this plays a determining role in thymocytes commitment to the T_reg_ cell lineage^47^, however this is likely not sufficient^12,14,25^. Signals such as IL-2 and TGFβ cytokines, are suggested to contribute to the epigenetic modeling of T_reg_ cells^2,3^, yet current evidence for IL-2 mostly pointed to its role as a major stabilizer of Foxp3 expression. Here, our data support a role for IL-2 in defining the epigenetic identity of Foxp3^+^ T_reg_ cells, which appears largely independent of Foxp3. In fact, genome-wide chromatin accessibility changes when IL-2 signals are impaired are much wider than the regions where Foxp3 binds. 

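Across the 4 LN libraries, called peaks merged into 272233 regions. Of these, 14.1% had a peak in all 4 libraries and 61.3% in only 1. Of the 44828 regions with a peak in exactly 2 libraries, 38.0% were shared by libraries of the same genotype, 7346 by those of WT and 9679 by those of *Il2ra* mut/mut. The 4 crossed pairs of libraries shared 5189, 6224, 7063 and 9327 regions. Of the 20000 top-ranked peaks per library, 87.9% were shared between the WT libraries and 88.4% between the *Il2ra* mut/mut libraries. The 4 crossed pairs shared between 85.2% and 87.2%.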

Our whole genome analysis of OCRs in *Il2ra*^*mut/mut*^ vs WT T_reg_ cells from the LNs reveals that the epigenetic landscapes are widely distinct (~41%). Consistent with this result, constitutive STAT5 expression, which forces IL-2 signaling, is shown to divert thymocyte selection to the T_reg_ cell lineage^11^. Using data from a prior report on T_reg_ cell epigenetic signature under various conditions of activation^36^, we analyzed that ~36% of OCRs differed in activated vs resting Foxp3^+^ T_reg_ cells, a proportion comparable to the extent of IL-2-mediated remodeling observed in WT vs *IL2ra*^*mut/mut*^ LN T_reg_ cells. These differences are equivalent to what is documented between effector and memory or exhausted CD8^+^ T cells^38^, which are undergoing extensive chromatin remodeling upon differentiation^37–39^, overall supporting the conclusion that IL-2 signals significantly shape the epigenetic landscape of T_reg_ cells in vivo.

Because IL-2 signals mediate genome-wide chromatin remodeling beyond Foxp3, and already on mature Foxp3^+^ T_reg_ cells in the thymus, we postulated that this may occur in the thymus at the SP CD4^+^ thymocyte stage preceding Foxp3 expression in committed T_reg_ cells. The genome organizer SATB1, which is highly expressed during most stages of T cell thymic selection, was recently involved in setting-up thymic-derived T_reg_ cell functional features and ability to prevent autoimmunity before Foxp3 is turned on^27^. We further reveal that SATB1 positioning in the genome of SP CD4^+^ thymocytes impaired in IL-2 signaling, is much broader than in WT thymocytes, likely reflecting ectopic binding of this pioneer factor when IL-2 signals are limiting. Our finding that more than 20 times as many GO pathways are associated with the genes exhibiting unique OCRs in WT LN T_reg_ cells compared to *IL2ra*^*mut/mut*^ counterparts supports the idea that such ectopic binding of SATB1 lead to unfocused T_reg_ cell chromatin modeling. In WT thymocytes, SATB1 is more selectively bound to the TSS of genes encoding for TFs and nucleic acid binding proteins, which may in turn control the correct T_reg_ cell epigenetic landscape. Several TFs such as STAT5 and PI3/MAP kinase-dependent TFs, are activated downstream of IL-2 signaling. From our analysis of the SATB1 DNA binding regions and TFs known to bind to these motifs, we noted GATA3, RUNX1 and ELF1 that are all reported to be present prior to Foxp3 expression to enable its future recruitment and optimal function^15,17,26,43^. SATB1 is also described among the “quintet” TFs—together with Foxp3—that are essential for in vitro re-programing of T_conv_ cells to T_reg_ cells^16^. While still speculative, it is possible that IL-2 signals, in addition to TCR triggering, are essential to promote the expression/activation of the previous TFs and of SATB1 and/or other pioneer factors, to set-up the appropriate epigenetic landscape on which Foxp3 and these partner TFs act to achieve the final T_reg_ cell identity. Binding to the Foxp3 CNS3 and CNS2 elements for instance is essential to initiate and then stabilize expression of Foxp3^17,18,26,48^. The NF-kB subunit c-Rel binds CNS3, and STAT5 and GATA3^49^ stabilize CNS2. While we did not find evidence for SATB1-binding on c-Rel or STAT5 motifs, SATB1 may associate with GATA3 to help focus its binding to DNA area relevant to the acquisition of the T_reg_ cell signature prior Foxp3 is expressed. Such mechanism would prevent ectopic binding of SATB1 throughout the genome when IL-2 signals are limiting.

The consequence of lower IL-2 signaling in thymic-derived peripheral T_reg_ cells is a different epigenetic landscape, which we suggest is being set in the thymus through SATB1 together with other IL-2-dependent TFs. In the periphery, however, SATB1 is not required to sustain functional thymic-derived T_reg_ cells^27^. Some TF binding motifs found in SATB1-binding regions like RUNX1, which is likely to interact with SATB1 in SP CD4^+^ thymocytes, are also among the motifs found in the differential OCRs of WT compared to *Il2ra*^*mut/mut*^ T_reg_ cells in the periphery. RUNX1 binds to the IL-2 promoter and promotes its transcription, but is repressed by Foxp3 through physical interactions^42^, preventing the expression of an effector T cell program by T_reg_ cells. Other TF binding motifs only found in WT peripheral T_reg_ cells, such as FOXO1 and FOXO3, also bind to the Foxp3 promoter and conserved intronic enhancer regions, allowing for Foxp3 expression and T_reg_ cell-lineage specification^50^. IL-2-mediated induction of all these TFs at the pre-T_reg_ cell stage, via SATB1 or not, may help maintain the T_reg_ cell program in the periphery. Along these lines, we noted multiple differentially expressed TF-encoding genes (*Prdm1, Gata3, Dzip1, Irf4*), chromatin remodeling- and histone-encoding genes between WT and *Il2ra*^*mut/mut*^ LN T_reg_ cells.

Given that our data support a model in which IL-2 alters T_reg_ cell epigenetic identity early during thymic selection when thymocytes commit to this lineage, it is unlikely that this mechanism will be at work for induced T_reg_ cells in peripheral tissues^51^. Our analysis in WT vs *Il2ra*^*mut/mut*^ T_reg_ cells failed to reveal any differences in OCRs of genes encoding Foxp3 or HELIOS that were reported to exhibit differential methylation profiles in induced/peripheral T_reg_ cells^52^.

We report a role for IL-2 on Foxp3^+^ T_reg_ cells that is largely independent of Foxp3-mediated stabilization of T_reg_ cells and of their ability to capture IL-2 from activated T_conv_ cells. The Y129H mutation in CD25 prevents optimal folding and/or egress of CD25 to the surface of T cells, translating into decreased binding of IL-2 and subsequent signaling and proliferative response. Two closely comparable models were previously reported: in the first, mutations inside several of key signal transducing cytoplasmic tyrosines of the IL-2Rβ chain disrupted both IL-2 or IL-15 signaling^29^. The second model overexpressed a constitutively active form of the b subunit of the STAT5 TF^51^ on either IL-2Rβ (*Cd122*^−*/*−^)^19^ or IL-2Rγ (*γc*^−*/*−^) knockout backgrounds^11^. None of these models could differentiate between IL-2 and IL-15, or other γ-chain-dependent cytokine signaling, confounding interpretation on the roles of high affinity IL-2 signaling. Nevertheless, a rather intriguing finding in both of these settings, as in our model, is that receptor deficient mice did not develop autoimmunity, prompting the idea that T_reg_ cells were set to a low IL-2 receptor signaling threshold sufficient for Foxp3 induction and maintenance. Our current results, however, favor a different interpretation in which, when comparable IL-2 signals are received by T_reg_ and T_conv_ cells, the development of autoimmunity can be prevented. Yet, if T_reg_ cells cannot receive as much IL-2 signals as T_conv_ cells, mice will develop fatal wasting disease. A third model recently developed by Rudensky and colleagues, enabled to discriminate the contribution of IL-2 capture and T_reg_ cell stability in preventing fatal autoimmunity^40^. As T_reg_ cells cannot secrete IL-2^6^ but constitutively express the high affinity IL-2Rα/CD25 chain, a large conundrum in the field is their reliance on cell-extrinsic IL-2 from activated -potentially autoreactive- T_conv_ cells, thus preventing excessive T_conv_ cell proliferation and activation by physically capturing the IL-2 they secrete. This study brought strong evidence that IL-2 capture does represent a key mechanism of suppression used by T_reg_ cells. While the *Il2ra*^*mut/mut*^ mouse does not allow to assess the role of IL-2 capture by T_reg_ cells in maintaining immune homeostasis, the progression of disease and survival in *Foxp3*^*y/*−^ mice rescued with *Il2ra*^*mut/mut*^ T_reg_ cells, the *Rag*^−*/*−^ transfer experiments and the *Foxp3*^*y/*−^/*Il2ra*^*mut/mut*^ chimeras, are close to that observed in *Foxp3*^*y/*−^ mice. Length of survival is, however, distinct to that of the Rudensky model, in which mouse survival is approximately twice increased. In this latter model too, CD8^+^ but not CD4^+^ T cells, exhibit robust activation whereas in our *Foxp3*^*y/*−^/*Il2ra*^*mut/mut*^ chimeras, both subsets of T_conv_ cells are highly activated. Altogether, these observations support the idea that altering T_reg_ cell epigenetic identity, IL-2 capture and signaling leads to more rapid autoimmunity.

IL-2 therapy has been used for over two decades in patients, initially with the goal to boost anti-tumoral and HIV-specific immunity^52,53^. High doses of IL-2 were mostly used with important side effects and mitigated efficiencies. Yet the use of lower doses of IL-2, with the underlying rationale that T_reg_ cells would be more efficiently targeted than effector T cells, showed a preferential expansion of T_reg_ cells both in preclinical models and in type 1 diabetes patients, which was associated with better prognostic markers^54,55^. While the mechanism underlying these promising outcomes in patients may be accounted for by T_reg_ cell expansion, our results further raise the possibility that qualitative changes at the levels of chromatin accessibility and epigenetic reprogramming of T_reg_ cells during thymic selection, may contribute to ameliorate T_reg_ cell functions in autoimmune patients.

## Methods

### Ethics statement

This study was carried out in strict accordance with the recommendations by the animal use committees at the Albert Einstein College of Medicine. All efforts were made to minimize suffering and provide humane treatment to the animals included in the study.

### Mice

All mice were bred in our SPF animal facility at the Albert Einstein College of Medicine. We used wild-type (WT) C57BL/6J (B6) 6-8 weeks old mice, congenic CD45.1^+/+^ (#2014), *Ccr2*^−*/*−*2009*^ (#4999)*, Ccr2*^−*/*−*2012*^ (#4999)*, Foxp3*^*+/*−^ (#19933)*, Foxp3*^*Rfp/Rfp*^ (#8374)*, Rag1*^−*/*−^ (#2216) from the Jackson labs all on the B6 genetic background. *Ccr2*^*+/+2009*^ *Il2ra*^*mut/mut*^ (called *Il2ra*^*mut/mut*^*)* were generated by intercrossing to the B6. *Il15*^−*/*−^ (#4269) mice were purchased from Taconic.

### Microbial pathogens and mice infections

We used wild type *Listeria monocytogenes* expressing the Ovalbumin (Ova) model antigen (*Lm*-Ova) on the 10403s genetic background^56^. For infections, bacteria were grown to a logarithmic phase in broth heart infusion medium, diluted in PBS to infecting concentration (10^4^) and injected i.v. *For Herpes Simplex Virus 2 (HSV-2) infection*, female mice treated with 2 mg medroxyprogesterone acetate subcutaneously (s.c.) were immunized or not 5 days later intravaginally with 2 × 10^5^ plaque forming units (PFU) of 186ΔKpn HSV-2 (TK^−^ HSV-2) and organs (spleen and draining LNs) were harvested 7 days later.

### Cell suspensions for flow cytometry and adoptive transfers

Spleens, lymph nodes (inguinal and cervical), or thymuses were dissociated on nylon mesh while lungs, liver, and pancreas were cut. All organs were incubated in HBSS medium with 4000 U/mL collagenase I and 0.1 mg/mL DNase I, and red blood cells (RBC) lysed with NH_4_Cl buffer (0.83% vol/vol). Blood was harvested into heparin tubes and RBC lysed as before. Bone marrow cells were obtained from flushing femur with complete RPMI with 10% FCS.

### Cell-staining for FACS analysis

Cell suspensions were incubated with 2.4G2 Fc Block and stained with fluorescently tagged antibodies (Abs) purchased from eBioscience, BD Biosciences, Tonbo Bioscience, or BioLegend (Supplementary Table1) in PBS 1% FCS, 2 mM EDTA, 0.02% sodium azide. Biotinylated monomers (1 mg/mL) obtained from the NIH tetramer Core Facility, were conjugated with PE-labeled Streptavidin (1 mg/mL) as follow: 6.4 μL of PE-Streptavidin were added to 10 μL of monomers every 15 min four times on ice. Newly generated tetramers (1/400-1/500 dilution) were then used to stain spleen/LN cells for 1 h at 4 °C. For transcription factor (TF) intracellular staining (Foxp3, Blimp-1), cells were fixed in eBioscience Fixation/Permeabilization buffer prior to TF Ab staining in eBioscience Permeabilization buffer for 30 min. For intracellular cytokine staining (ICS), cells were incubated 4 h at 37 °C/5%CO_2_ in RPMI1640 10%FCS, Golgi Plug/Golgi Stop (BD), fixed in IC fixation buffer (eBioscience), and permeabilized prior to 30 min staining with Abs against indicated intracellular markers. For intracellular phosphorylated STAT5 staining, cells were starved in RPMI w/o FCS for 30 min before stimulation with variable concentration of recombinant human IL-2 (Gemini) for 20 min. Cells were then fixed and permeabilized with 4% PFA followed by 90% methanol, and stained with anti-pY-STAT5 antibody (BD Biosciences). Data acquisition was done using a BD LSR II or a FACS Aria III flow cytometer. All flow cytometry data were analyzed using FlowJo v9 software (TreeStar). Cell sorting of Foxp3^+^ and Foxp3^−^ cells was performed based on RFP expression in *Foxp3*^*Rfp/Rfp*^ reporter mice using a BD FACS Aria III cell sorter. The FACS gating strategies for the experiments shown and T cell sorting are provided in Supplementary Fig. 8.

### Transfection of wild-type and Y129H *Il2ra* in 293T cells

The *Il2ra* cDNA was amplified by PCR and cloned into pMSCV-IRES-GFP (pMIG, kind gift from Guy Sauvageau) to generate pMIG-*Il2ra*. PCR was performed on pMIG-*Il2ra* to introduce a point mutation on nucleotide 426 (thymidine to a cytosine), which results in a tyrosine-histidine conversion at amino-acid position 129. The *Il2ra*^*mut*^ cDNA was then cloned into pMIG to generate pMIG-*Il2ra*^*mut*^. The presence of the introduced point mutation was confirmed by sequencing.

293T cells were plated 2 days before transfection on 100 mm adherent petri dish at 10^6^ cells per plates. Cells at 70% confluence were transfected with 30 µg of the plasmid pMIG, pMIG-*Il2ra* or pMIG-*Il2ra*^*mut*^ using 45 µl Lipofectamine 2000 in 4.5 mL OptiMEM (ThermoFisher) overnight in antibiotic-free medium. Medium was replaced the day after transfection and 3 days later, cells were trypsinized and analyzed for CD25 extra- and intracellular expression by flow cytometry as described before. The 293T cells were a kind gift from Heather Melichar (University of Montreal, Canada) and were tested mycoplasma negative.

### In vitro T_conv_ and T_reg_ cell assays

For all assays, naive CD4^+^ or CD8^+^ T_conv_ cells were negatively selected from spleen and LNs using either anti-CD8β (H35) or anti-CD4 (GK1.5), anti-CD11b (M1/70), anti-MHC-II (M5/114), anti-TER119, anti-B220 (RA3-6B2) and anti-CD25 (PC61), all at 5 μg/mL for 30 min at 4 °C. Cells were then washed and incubated with anti-rat magnetic beads at 1 bead/target cell for 30 min at 4 °C (Dynabeads sheep anti-rat IgG, Invitrogen). For suppression assays, purified naive WT *Cd45.1*^*+/+*^ CD4^+^ T_conv_ cells were stained with 1–5 μM of CellTrace Violet (CTV, Invitrogen) according to the manufacturer’s protocol. WT and *Il2ra*^*mut/mut*^ *Foxp3*^*Rfp/Rfp*^ T_reg_ cells were sorted by flow cytometry (Aria III). 5 × 10^4^ CTV-labeled naive CD4^+^ T_conv_ cells were cultured with increasing numbers of T_reg_ cells in the presence of 10^5^ irradiated, T cell-depleted WT B6 splenocytes and 1 μg/mL anti-CD3ε (clone 145-2C11, BD) in a 96 round-bottom plate for 72 h. Cell proliferation of T_conv_ cells (live CFSE^−^CD4^+^Foxp3^−^) was determined by flow cytometry based on CTV fluorescence intensity dilution of T_conv_ cells. For proliferation assays, CTV-labeled purified WT and *Il2ra*^*mut/mut*^ naive CD4^+^ or CD8^+^ T_conv_ cells were incubated for 24 h on anti-CD3ε (10 μg/mL) pre-coated wells before co-culture for 96 h with varied concentrations (2.5-10^4^ U/mL) of human recombinant IL-2 (Gemini Bio-product). Cell proliferation was determined by flow cytometry and CTV fluorescence dilution of T_conv_ cells. For short-term activation assays for immunofluorescence, purified WT and *Il2ra*^*mut/mut*^ naive CD4^+^ T cells were incubated for 48 h with anti-CD3ε (10 μg/mL) pre-coated wells to induce CD25 upregulation. At 48 h, cells were transferred in polylysine pre-coated chambers, left to adhere for 1 h at 37 °C, fixed with 1% PFA and permeabilized with 0.1% Triton X-100 prior to OVN staining in PBS 0.5% BSA, 0.05% Triton X-100 containing polyclonal goat anti-mouse CD25 (RD systems) and rabbit anti-calreticulin Abs (1/300 dilution, ThermoFisher, PA3-900). Staining was revealed by staining for 2 h with secondary anti-goat-Alexa 488 and anti-rabbit-Alexa 546 Abs (Invitrogen). Cells were then covered with Fluoromount-G (SouthernBiotech) and imaged using a Zeiss Axiovert microscope (Carl Zeiss Microimaging Inc., Thornwood, NY) with a ×63 NA 1.4 objective and a Retiga 2000 camera. Green channel images using a 450–490 excitation/500–550 emission bandpass filter and red staining was imaged with a 565/30 excitation-620/60 emission bandpass filter. Images were processed using Adobe Photoshop CS 4 (Adobe Systems, Inc. San Jose, CA).

### In vivo T_reg_ cell functional assays

For mixed bone-marrow chimera mice*, Rag1*^−*/*−^*Cd45.2*^*+/+*^ mice were lethally irradiated with 1200 rads before immediate reconstitution with 5 × 10^6^ T cell-depleted (as for the in vitro assays) bone marrow from *Foxp3*^−*/y*^*Cd45.1*^*+/+*^ and *Il2ra*^*mut/mut*^*Cd45.1*^*+/*−^ or congenic *Cd45.1*^*+/+*^ and *Il2ra*^*mut/mut*^*Cd45.1*^*+/*−^ at a 1:1 ratio. Mice were placed under antibiotics for 2 weeks and reconstitution ratios were checked by FACS 4–6 weeks later. In some experiments, C57BL/6 *Cd45.2*^*+/+*^ were used as recipient. In such case, mice received 150 μg of anti-CD8β and anti-CD4 i.v. with for two consecutive days to deplete T cells prior irradiation.

For Rag1^−/−^ T cell transfers, LN- and spleen-purified naive CD4^+^ T_conv_ cells (by negative selection as above) isolated from Cd45.1^+/+^ male mice were transferred to Rag1^−/−^ recipients alone or mixed at a 5:1 ratio with flow-sorted sorted (Aria III) RFP^+^ T_reg_ cells from spleen and LNs of WT or *Il2ra*^*mut/mut*^ *Foxp3*^*Rfp/Rfp*^ reporter mice (2.5 × 10^6^ cells per recipient). In some experiments (when indicated), naive CD4^+^ T cells were labeled with 10 nM of CTV prior adoptive transfer. Recipient mice were monitored for body weight changes and transferred lymphocyte subsets were monitored by flow cytometry 45 and 75 days later.

For *Foxp3*^−*/y*^ mice rescue experiments, 10^6^ flow-sorted T_reg_ cells from WT or *Il2ra*^*mut/mut*^ *Foxp3*^*Rfp/Rfp*^ reporter mice were injected i.p. into 1–2-day-old pups (*Foxp3*^*y/−*^ males, genotyped after birth) from females *Foxp3*^*+/*−^ mice bred with *Cd45.1*^*+/+*^ congenic males. Male pups were assessed for the development of lymphoproliferative syndrome in blood and LNs at ~30 days of age.

For the antibody neutralization treatment, mice were given 150 µg of anti-ICOSL (clone HK5.3, BioXcell) by i.v. injection on days 0, 3, 6, 9, and 12 and sacrificed on day 14.

### Histological analysis

Tissue samples were fixed in 10% neutral buffered formalin and processed for hematoxylin and eosin staining. For each organ collected and for each genotype, two sections were cuts at 100 μm apart and all slides were scanned using a P250 High Capacity Slide Scanner (Perkin Elmer).

### Microarrays

Overall, 50,000 RFP^+^ T_reg_ or naive (CD62L^hi^CD44^lo^) RFP^neg^CD25^neg^CD4^+^ T_conv_ cells from LNs of WT or *Il2ra*^*mut/mut*^ *Foxp3*^*Rfp/Rfp*^ mice were flow-sorted based on the RFP signal and indicated markers after enrichment for CD4^+^ T cells (using negative selection, as described above). Pelleted cells were stored in 700 μL of TRIzol (Life Technologies) at −80 °C until RNA extraction. Total RNA was extracted using the RNAeasy Micro kit with RNase-Free DNase Set (Qiagen) according to the manufacturer protocol. The quality score and quantity of purified RNA was assessed with a Bioanalyzer RNA 6000 Pico Chip (Agilent). Total RNA was then converted to cDNA, amplified and hybridized to Affymetrix Mouse Transcriptome Array 1.0 Pico. Raw CEL files were preprocessed and normalized using Affymetrix Expression Console (version 1.4.1.46) and resulting data were analyzed with the Affymetrix Transcriptome Analysis Console (version 3.1.0.5). We calculated fold-differences between experimental groups and tested significance using one-way ANOVA (unpaired). Significantly up and downregulated genes were defined with at least a 1.5-fold expression difference and a *p*-value ≤ 0.01. Over-representation of biological-process (BP) gene-ontology (GO) terms was calculated using BiNGO (version 3.0.3) in Cytoscape (version v3.4.0), employing the hypergeometric test and applying a significance cutoff of FDR-adjusted *p*-value ≤ 0.05. The GO ontology and annotation files used were downloaded on May. 25, 2017. The output of BiNGO was imported into EnrichmentMap (version 2.1.0) in Cytoscape to cluster redundant GO terms and visualize the results. An EnrichmentMap was generated using a Jaccard similarity coefficient cutoff of 0.4, a *p*-value cutoff of 0.001, an FDR-adjusted cutoff of 0.005, and excluding gene sets with fewer than 5 genes. The network was visualized using a perfuse force-directed layout with default settings and 500 iterations. Groups of similar GO terms were manually circled. Finally, for analysis of gene expression in thymocyte fractions shown in Supplementary Fig. 5c, raw data from the NCBI database (GEO GSE15907) were analyzed^41^.

### Epigenetic profiling

For ATAC-seq experiments, we performed the analysis on two (LNs) or four (thymus) biological replicates per group as previously described^35^. Briefly, nuclei were isolated from 50,000 CD4^+^ T cell-enriched (by negative selection) flow-sorted RFP^+^ T_reg_ cells from WT or *Il2ra*^*mut/mut*^ *Foxp3*^*Rfp/Rfp*^ mice (LNs or thymus) using a solution of 10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% IGEPAL CA-630. Immediately following nuclei isolation, the transposition reaction was conducted using Tn5 transposase and TD buffer (Illumina) for 45 min at 37 °C. Transposed DNA fragments were purified using Qiagen Mini-Elute Kit and PCR amplified using NEB Next High Fidelity 2× PCR master mix (New England Labs) with dual indexes primers (Illumina Nextera).

For SATB1 ChIP-seq experiments, we performed the ChIP-seq following the Mayers Lab ChIP-seq Protocol v011014 which is one of the suggested protocols by ENCODE project with slight modifications (https://www.encodeproject.org/documents/6ecd8240-a351-479b-9de6-f09ca3702ac3/@@download/attachment/ChIP-seq_Protocol_v011014.pdf). Single positive (SP) CD4^+^ thymocytes from thymus of WT and *Il2ra*^*mut/mut*^ mice on two biological replicates were pre-enriched by negative selection using anti-CD8β (H35), anti-MHC-II (M5/114), anti-CD11b (M1/70) and anti-TER119. After staining the remaining cells with fluorescent labeled antibodies against CD4 (GK1.5) and CD8α (53-6.7), we flow-sorted 2 × 10^6^ CD4^+^ CD8α^neg^ SP thymocytes. Sorted cells were next cross-linked in 1% (wt/vol) formaldehyde solution for 30 min. Cross-linked DNA was lysed in Farnham lysis buffer (5 mM PIPES pH 8.0, 85 mM KCl and 0.5% NP-40), fragmented in RIPA buffer (1% NP-40, 0.5% sodium deoxycholate, and 0.1% SDS in 1×PBS) using Bioruptor (Diagenode), and incubated overnight at 4 °C with 100 µL of DynaBeads M-280 Sheep anti-Rabbit IgG magnet beads (Invitrogen) preincubated with 20 µg of anti-SATB1 antibody (Abcam, ab70004). Beads were washed five times with LiCl wash buffer (100 mM Tris pH 7.5, 500 mM LiCl, 1% NP-40 and 1% sodium deoxycholate) and one time with 10 mM Tris/0.1 M EDTA. SATB1-bound DNA was then eluted from the beads and reverse cross-linked by incubating the beads pellet in 200 µl of IP elution buffer (1% SDS and 0.1 M NaHCO_3_) at 65 °C overnight and further purified with MinElute PCR Purification Kit (QIAGEN). The library was prepared using Accel-NGS 2 S Plus DNA library kit according to the manufacturer’s instructions.

### Sequencing libraries processing

The size distribution and molarity of the sequencing library were determined by using an Bioanalyzer analysis (High Sensitivity DNA chip, Agilent). Sequencing was performed using a HiSeq 2500 system (Illumina). Obtained sequences were mapped to the mouse mm10 reference genome using BWA mem^57,58^. After eliminating duplicated reads and the reads aligned to mitochondrial DNA, we kept only concordantly mapped pairs for further analysis. Peak calling was performed on shifted reads using MACS v2.1 with narrow peaks option to identify areas of sequence tag enrichment following the original report^35^. For ATAC-seq, read1 reads were shifted using bedtools2, as previously performed in Buenestro et al.^35^, before calling peaks for each replicate. We performed Irreproducible Discovery Rate analysis for finding reproducible peaks among the biological replicates (0.05 cutoff)^59^. Analysis was performed in R (the R project) using Bioconductor packages. The genomic locations, overlapping or nearest genes and finding overlapping peaks between groups were annotated with ChIPpeakAnno^60^ and ChIPseeker^61^ using TxDb.Mmusculus.UCSC.mm10.knownGene annotation (Bioconductor). The motif analysis was performed on the genomic sequences of peaks using MEME-ChIP ^63^ and HOMER^62^. Over-representation of biological-process BP-GO terms was calculated using BiNGO as described above. For the ATAC-seq data analysis, the output of BiNGO was further filtered by selecting GO with an FDR-adjusted cutoff < 0.001 and excluding gene sets with fewer than five genes. The list of BP-GO was then imported into REViGO using a similarity coefficient of 0.7 and the SimRel columns to generate semantic similarities scores. The scored terms were visualized in semantic similarity-based scatterplots. For the SATB1 ChIP-seq data analysis, the output of BiNGO was imported into EnrichmentMap (version 2.1.0) in Cytoscape to cluster redundant GO terms and visualize the results as described above.

### Statistics

Statistical significance was calculated using an unpaired Student t test with GraphPad Prism software and two-tailed P values are given as: (*) *p* < 0.1; (**) *p* < 0.01; (***) *p* < 0.001; (****) *p* < 0.0001 and (ns) *p* > 0.1. All *p* values of 0.05 or less were considered significant and are referred to as such in the text. Error bars are mean ± SEM in all figures.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Source Data

## Data Availability

The accession number for microarrays, ATAC-seq, and ChIP-seq data reported in this paper underlying Figs. 3–5 and Supplementary Figs 3–5 is GEO: GSE103217. The authors declare that all other data supporting the findings of this study are available within the paper and its supplementary information files. A reporting summary Article is available as a Supplementary Information file. The source data underlying Figs. 1a, c, d, g, h, 2a–e, 6a, c–f and 7a, b, d, e, j, k and Supplementary Figs 1b, d, 2b, d, 4c, 6b-d, f and 7a, b, f, g are provided as a Source Data file.

How the deposited data were processed for this re-analysis (not part of the article)

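The re-analysis used the ATAC-seq libraries of LN T_reg_ cells sorted from WT and *Il2ra* mut/mut *Foxp3* Rfp/Rfp reporter mice, 2 libraries per genotype and 50000 cells per library. The authors aligned the reads to mm10 with BWA mem, removed duplicated and mitochondrial reads, kept concordantly mapped pairs, shifted the reads and called narrow peaks in each library with MACS. The deposited list of each library holds, per peak, its position and summit, the fold enrichment at the summit over the background, the −log10 p, the −log10 q and a score that was 10 times the −log10 q in 100% of the peaks, all of them the authors' values. The lowest −log10 q in a list was 1.40 and 1.47 in WT replicates 1 and 2 and 1.70 and 1.30 in *Il2ra* mut/mut replicates 1 and 2. The lists hold neither read counts nor library totals, so the depth of the libraries is unknown. A whole number of reads at the summit explained the fold enrichment of 100% of the peaks, given one background level per library and 1 read added to both, which was checked on every peak. Peak values are used to rank and describe peaks within a library and are not compared between libraries as amounts.

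Reproducible OCRs were called by IDR, written in Python (3.11.15) with numpy (2.4.6), pandas (2.3.3) and scipy (1.17.1). Peaks of the libraries of a genotype were joined where they overlapped by at least 1 bp, and the paired ranks were fitted by a Gaussian copula mixture with starting values of 0.1 for the mean, 1 for the standard deviation, 0.2 for the correlation and 0.5 for the mixing share. Regions with an IDR of at most 0.05 were kept, which is the threshold the paper states. The paper's text does not name the measure that ranked the peaks, and −log10 p was used here, with ties broken at random from a fixed seed. The fitted correlation of the reproducible part was 0.952 in WT and 0.958 in *Il2ra* mut/mut. The IDR step was tested on simulated data with as many regions as in each genotype, a correlation of 0.8 and a reproducible share of 60%. The fitted shares of the data were 0.506 in WT and 0.465 in *Il2ra* mut/mut, so the error rates of the test are those of the simulation and not of the data. Of the simulated regions called, 4.81% and 4.77% were false, and 86.4% and 85.5% of the reproducible regions were found. The overlap, annotation and motif steps were tested on made-up regions with known answers, and all 18 checks came out as set.

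OCRs of the genotypes were common when they overlapped by at least 1 bp, with connected OCRs merged, as in ChIPpeakAnno. The annotation followed the order of ChIPseeker (promoter, UTR, exon, intron, downstream up to 3 kb, distal intergenic) on the GENCODE basic annotation of GRCm38, which has the coordinates of mm10, with 55413 genes and 80996 transcripts, in place of the UCSC annotation that the paper used. OCRs on unplaced scaffolds (74 common, 22 WT-unique and 19 *Il2ra* mut/mut-unique) entered the counts of OCRs but not the annotation. Motifs were fixed words, in place of the motif discovery of the paper. Shares carry 95% Wilson intervals, which cover counting error only. Shares were compared by Fisher's exact test (two-sided), with Benjamini-Hochberg adjustment over the 10 motif comparisons. OCRs are not replicates, so every such share was also computed for the crossed splits of the libraries.

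The genes and regions named are, by a rule set before the data were examined, every gene that the paper names at a result on these libraries, *Il2ra*, the 5 unique OCRs per genotype whose lower-ranked replicate stood highest among those with no called peak in the other genotype, and *Xist* and chromosome Y. OCRs named outside this rule are described as such. The alternatives tried were ranking by fold enrichment or −log10 q, an IDR threshold of 0.01, no IDR step, only peaks with a −log10 q of at least 3, equal numbers of peaks per library, an overlap of 50% of the shorter OCR, a stricter definition of unique OCRs, the union of OCRs as denominator, OCRs placed by their midpoint, protein-coding genes only, another motif background and window, and leaving out each library in turn. Further alternatives added later were other ways of breaking ties, leaving out a stretch of chromosome 5, genes with an Entrez identifier only, the distance to the TSS from the midpoint of an OCR, and a downstream region of up to 300 bp. Figures were drawn with matplotlib (3.10.9). The thymic ATAC-seq, the expression arrays, the SATB1 binding data and the enrichment of GO terms are not analysed here, and differential expression is taken from the paper's lists where it is mentioned.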

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

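All 3 tests of repeated sequence in this part were chosen after the results had been seen.

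The paper does not discuss a stretch of chromosome 5 from 14 to 16 Mb that held 129 WT-unique OCRs, no *Il2ra* mut/mut-unique OCR and 3 common OCRs, and it is named here as a signal outside the regions the paper reports on. Of the WT-unique OCRs with no called peak in *Il2ra* mut/mut, 65 lay there (22.2%). The stretch held 316 and 327 called peaks in WT replicates 1 and 2 and 81 and 80 in *Il2ra* mut/mut replicates 1 and 2. Along it, 6 windows of 100 kb had at least 10 peaks in each WT library, and in all 6 both *Il2ra* mut/mut libraries had fewer peaks than either WT library. A difference in the number of peaks per library is argued against by another stretch of the chromosome, from 140 to 142 Mb, with 300, 305, 264 and 309 peaks in the same order, and by the larger total of peaks in *Il2ra* mut/mut replicate 2 than in either WT library. The stretch from 140 to 142 Mb is a comparison for the number of peaks only, since it held 14 WT-unique, 1 *Il2ra* mut/mut-unique and 35 common OCRs. The neighbouring 1 Mb from 16 Mb on held 37 and 58 peaks in WT and 26 and 40 in *Il2ra* mut/mut, and that from 13 Mb on held 5 and 0 in WT and 1 and 3 in *Il2ra* mut/mut. The window of 1 Mb that starts at 12 Mb, outside the stretch, held 29 and 23 peaks in WT and 8 and 10 in *Il2ra* mut/mut. Of the 50-base words in the WT-unique OCRs of the stretch, 57.7% occurred more than once in it, against 0.420% for common OCRs between 140 and 142 Mb. A candidate explanation is therefore a difference between the mice in the number or sequence of these gene copies. An effect of the genotype itself on these genes stays open and was not tested, since each genotype comes from its own mice.

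On chromosome 14, between 53 and 54 Mb, 16 WT-unique OCRs, no *Il2ra* mut/mut-unique OCR and 3 common OCRs were found, in a region the paper does not report on. The libraries held 40 and 74 called peaks there in WT and 7 and 12 in *Il2ra* mut/mut. Of the 103 annotated genes in this stretch, 79 are V segments of the T cell receptor. Of the 50-base words in these OCRs, 39.1% occurred more than once in the stretch, so reads shared between near-identical segments cannot be told apart from other sources, since neither most nor few of the words were repeated. Rearrangement of the receptor genes in the sorted cells, a strain difference and an effect of the genotype stay open and were not tested.

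On chromosome Y beyond 90 Mb, 9 *Il2ra* mut/mut-unique OCRs, no WT-unique OCR and 2 common OCRs were found, also outside the regions the paper discusses. The libraries held 6 and 8 called peaks there in WT and 16 and 15 in *Il2ra* mut/mut. Of the 50-base words in these OCRs, 29.5% occurred more than once in the stretch. Reads shared between copies cannot be told apart from a strain difference on this basis, because the share is neither high nor near that of the control stretch and the counts of peaks are small. The words were counted within the stretch only. Copies elsewhere in the genome, chromosome X among the places, were not looked for, so reads shared with them stay open. An effect of the genotype was not tested.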

How the results depend on the processing

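The alternatives on the treatment of ties, the stretch on chromosome 5, the Entrez identifiers, the distance from the OCR midpoint and the 300 bp downstream region were chosen after the results had been seen. No paired analysis was possible because the results come from overlaps of peaks called per library or from tests over OCRs, with no test that has room for the replicate number as a block. Ranking by fold enrichment or by −log10 q places the peaks of a library in the same order as −log10 p, so these alternatives say nothing about stability.

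Unique OCRs lay within 1 kb of a TSS less often than common OCRs, and in introns and distal intergenic regions more often, under every alternative that was tested against the common OCRs. The share within 1 kb lay between 8.60% and 22.0% in WT and between 6.39% and 19.3% in *Il2ra* mut/mut, and the share in introns and distal intergenic regions between 58.0% and 76.9% and between 61.1% and 81.6%. CTCF words were more frequent in unique than in matched common OCRs of both genotypes under both motif alternatives. Neither alternative matched the width of the OCRs or placed the window at the summit.

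The results moved most with 2 choices. Without the IDR step, there were 55818 WT and 60815 *Il2ra* mut/mut OCRs, 36833 of them common after merging, 17872 WT-unique and 21994 *Il2ra* mut/mut-unique OCRs (108% of the common OCRs), 35.1% of common OCRs within 1 kb of a TSS, 4840 genes with unique OCRs in WT only, 4280 in *Il2ra* mut/mut only and 2848 in both, 976 and 932 genes with a unique OCR within 500 bp of a TSS, and 57.3% of unique OCRs with a called peak in the other genotype. By construction, this step keeps regions that are called in both libraries at a low rank. When only OCRs with no called peak in the other genotype were unique, there were 293 WT-unique and 133 *Il2ra* mut/mut-unique OCRs (2.03%), 235, 128 and 1 genes with unique OCRs in WT only, *Il2ra* mut/mut only and both, and 23 and 12 genes within 500 bp. By construction, this leaves out every OCR called in the other genotype.

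An IDR threshold of 0.01 gave 30.7% as the percentage of common OCRs, 54.5% of common OCRs within 1 kb of a TSS, 339 genes with unique OCRs of both genotypes, 97.8% of unique OCRs called in the other genotype, and 123 OCRs in the top 25% of both libraries with no called peak in the other genotype. The stricter peak threshold gave 35.7% as the percentage of common OCRs, 53.3% of common OCRs within 1 kb and 97.1% called in the other genotype. Equal numbers of peaks gave 38.1% and 95.4%. Division by the union gave 28.1%. Placing OCRs by their midpoint gave 48.8% of common OCRs within 1 kb, and using only genes with an Entrez identifier gave 46.6%. Leaving out the stretch on chromosome 5 gave 95.5% of unique OCRs called in the other genotype. Apart from the 2 choices above, the cause was not tested.

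Among the motif shares, 3 changed direction against their matched common OCRs with a 100 bp window: FOXO in WT-unique OCRs (3.36%), KLF in *Il2ra* mut/mut-unique OCRs (2.37%) and RUNX in *Il2ra* mut/mut-unique OCRs (5.45%). With this window, RUNX in WT-unique OCRs (4.95%) and ETS in *Il2ra* mut/mut-unique OCRs (4.77%) no longer passed an adjusted p of 0.05. Matching the common OCRs on promoter location brought KLF in WT-unique OCRs (4.08%), RUNX in *Il2ra* mut/mut-unique OCRs (8.95%) and ETS in WT-unique OCRs (9.45%) past it. In these cases too, the cause was not tested.

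Leaving out each library in turn, the percentage of common OCRs ranged from 38.7% to 43.1%. The share within 1 kb of a TSS ranged from 17.6% to 19.7% for WT-unique and from 14.2% to 18.0% for *Il2ra* mut/mut-unique OCRs, and the share in introns and distal intergenic regions from 58.9% to 63.6% and from 62.4% to 67.4%. Between 86.1% and 92.0% of unique OCRs were called in the other genotype. RUNX words in *Il2ra* mut/mut-unique OCRs ranged from 8.55% to 9.99%, ETS words in WT-unique OCRs from 8.60% to 10.7%, and CTCF words from 13.8% to 14.7% in WT-unique and from 9.70% to 12.1% in *Il2ra* mut/mut-unique OCRs. OCRs in the top 25% with no called peak in the other genotype numbered from 567 to 1069, with 567 without WT replicate 1, 1069 without WT replicate 2, 579 without *Il2ra* mut/mut replicate 1 and 895 without *Il2ra* mut/mut replicate 2. By construction, the library left alone needs no second library to bear out its peaks and only 1 library stands against the other genotype. FOXO words ranged from 6.66% to 7.77% in WT-unique OCRs, with the highest value without WT replicate 1, and from 6.17% to 6.63% in *Il2ra* mut/mut-unique OCRs, and without *Il2ra* mut/mut replicate 1 the 6.17% stood against 7.74% in their matched common OCRs, a wider gap than the 6.56% against 6.81% of all libraries. Without WT replicate 1, ETS words were as high as 10.7% in WT-unique OCRs, above the 10.3% of their matched common OCRs.

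Comparisons whose outcome a setting fixes were left out of the following counts: the 2 rankings that keep the order of the peaks, reproducible OCRs where a setting acts only on later steps, and named genes with the stretch on chromosome 5 left out. Over the main results, the alternatives other than leaving out a library gave 199 comparisons, of which 156 were the same, 35 moved, 2 became weaker, 3 stronger and 3 reversed. Leaving out a library gave 104 comparisons, of which 83 were the same and 21 moved, judged on the values alone since 1 library then stands for its genotype. Against their matched common OCRs, motif shares changed direction without a library in 7 of 40 comparisons. All 7 concerned FOXO, KLF or ETS shares that did not pass an adjusted p of 0.05 with all libraries, and the 4 shares that passed it kept their direction in all 16 comparisons. For the number of unique OCRs at the named genes, 202 of 256 comparisons were the same and 54 moved, and 93 of 128 were the same and 35 moved when a library was left out. A gene with no unique OCR of a genotype in either setting counted as the same. The unknown depth of the libraries limits every count of unique OCRs: a region with no called peak is one in which none was called at the depth of that library.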

Differences from the paper's values

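For the number of differential OCRs between *Il2ra* mut/mut and WT LN T_reg_ cells the paper gives a second count, 4875, and 8228 were found here. With an IDR threshold of 0.01 there were 5689, and with the stricter peak threshold 6869, both within 1.5 times the paper's value. The other alternatives set before the data were examined did not close the gap. Counted as genes with a unique OCR in place of OCRs, a unit chosen after seeing the values, 6118 were found here, also within 1.5 times.

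The paper's lists give 285 genes with a WT-unique OCR within 500 bp of a TSS, and 606 were found here. None of the alternatives set before the data were examined closed the gap. Using only genes with an Entrez identifier, an alternative chosen after seeing the values, gave 436, and measuring the distance from the midpoint of the OCR, also chosen after seeing the values, gave 512. For *Il2ra* mut/mut, the paper's lists give 225 genes and 461 were found here. With protein-coding genes only there were 329, within 1.5 times the paper's value, and the other alternatives set before the data were examined did not close this gap. Using only genes with an Entrez identifier gave 332 genes, within 1.5 times as well, and was chosen after seeing the values.

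The paper states that *Helios* (*Ikzf2*) had no differential OCRs, and 2 WT-unique OCRs and 1 *Il2ra* mut/mut-unique OCR were found within the gene here. The closest TSS was that of *Gm29112* for the WT-unique OCRs and of *Gm28112* for the other. By the closest TSS, the rule used for the counts of genes, none of them was assigned to *Ikzf2*, so the difference rests on counting OCRs within the gene. At an IDR threshold of 0.01, no unique OCR was called at *Ikzf2*. Over the alternatives other than leaving out a library, the highest counts there were 3 WT-unique and 6 *Il2ra* mut/mut-unique OCRs. Without WT replicate 2 there was no WT-unique and 1 *Il2ra* mut/mut-unique OCR, without *Il2ra* mut/mut replicate 1 there was 1 WT-unique and no *Il2ra* mut/mut-unique OCR, and without *Il2ra* mut/mut replicate 2 there were 3 and 2. The paper's own Supplementary Data 2 lists *Ikzf2* among the genes with unique OCRs of both genotypes in LN T_reg_ cells.

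The paper proposes FOXO and KLF family members as candidates to bind in differential OCRs of WT but not *Il2ra* mut/mut T_reg_ cells. Here, FOXO words occurred in 6.97% of WT-unique and 6.56% of *Il2ra* mut/mut-unique OCRs, and KLF words in 4.07% and 4.24%, with p = 0.481 and p = 0.740 for the comparison (Fisher's exact test, two-sided). Without *Il2ra* mut/mut replicate 1, FOXO words were in 6.66% of WT-unique and 6.17% of *Il2ra* mut/mut-unique OCRs, the latter against 7.74% of matched common OCRs. Without WT replicate 1, they were in 7.77% of WT-unique and 6.28% of *Il2ra* mut/mut-unique OCRs, a wider gap in the direction the paper proposes. The words were fixed in advance and searched in 200 bp around the midpoint, whereas the paper searched the sequences of its peaks without fixing the motifs.

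The paper lists *Ptprj* among the genes with a WT-unique OCR close to the TSS (Fig. 4g), and only common OCRs, 5 in number, were found at this gene here. No alternative called a WT-unique OCR at *Ptprj*. Without the IDR step, 4 *Il2ra* mut/mut-unique OCRs were called there.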

Other observations

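The tests of the ranks of unique OCRs, of a swap or wrong label by windows of 1 Mb, of CTCF words across the splits and of sequence shared between chromosomes Y and X, the reading of the sex in the labels, and the count of peaks in dense windows, were chosen after the results had been seen.

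The 8228 unique OCRs were weighed against technical sources. Only 1 of the 3 splits of the 4 libraries, the split by genotype, gave as many unique OCRs, which is the smallest share the design allows, so the grouping by chance cannot be told apart from genotype. Of the unique OCRs, 94.8% overlapped a called peak in at least 1 library of the other genotype, against 97.0% and 98.3% in the crossed splits. An IDR in the other genotype requires a peak in both of its libraries. Such peaks were found for 72.5% of the WT-unique and 75.8% of the *Il2ra* mut/mut-unique OCRs, and only these can have missed the IDR threshold there. A difference in the number of peaks per library as the whole source is argued against by the 7835 unique OCRs that were left with equal numbers of peaks per library. The share of regions with a peak in exactly 2 libraries that were shared within a genotype was 38.0%, where 2 of the 6 possible pairs of libraries lie within a genotype. This share does not decide on a mislabelled library, because WT replicate 2 and *Il2ra* mut/mut replicate 2, the libraries with the most peaks, shared 9327 of these regions and the WT libraries 7346. A swap of 1 WT library with 1 *Il2ra* mut/mut library is argued against by 21 windows of 1 Mb. In these, both libraries of one genotype held at least 2 times the called peaks of both others (4 higher in WT and 17 higher in *Il2ra* mut/mut). Each crossed split had 0 such windows. The same windows argue against a single library with the label of the other genotype, which would stand with the 2 libraries of that genotype there, and 1 library stood apart from the 3 others by as much in at most 10 windows (*Il2ra* mut/mut replicate 2, higher in all 10). An exchange of both WT libraries with both *Il2ra* mut/mut libraries would give the same windows and stays open. A sample from outside these mice and mice exchanged before the libraries were made stay open, and so does a difference in processing between the genotypes as the source of these windows. Low summits are a candidate source, since WT-unique OCRs stood at a median percentile of 79.6 against 91.0 for common OCRs, and *Il2ra* mut/mut-unique OCRs at 81.2 against 91.8. An effect of the genotype on weaker OCRs would look the same and stays open. A passenger region on one chromosome as the source of all 8228 is argued against by the autosomes, each of which had at least 23.5% unique OCRs. The crossed splits, which do not separate the genotypes, also gave 26.9% and 25.5% unique OCRs over all chromosomes. The shares per autosome therefore cannot tell whether the excess of the split by genotype lies in a few regions. What also stays open is the difference between any pair of libraries and the next, beside the genotype.

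The lower share of unique OCRs within 1 kb of a TSS may follow in part from their lower ranks, since common OCRs weighted to the ranks of WT-unique OCRs had a share of 25.4%, against 50.8% for all common OCRs. Rank in the WT libraries as the whole source is argued against, because this share still lay above the 19.4% of the WT-unique OCRs of these ranks. Ranks in the libraries of the other genotype, where no unique OCR was reproducible, were not matched. The width of the OCRs was not matched, so width and the ranks in the other genotype stay open as sources. The crossed splits had shares for unique OCRs like those of the split by genotype, so the lower share is not specific to the genotypes.

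OCRs in the top 25% of both libraries of a group with no called peak in the other group were counted for each split, and 1 of the 3 splits, that by genotype, gave as many (276 against 114 and 54). The overlap of the 20000 top-ranked peaks was higher within both genotypes than in the 4 crossed pairs, which held for 1 of the 3 splits. With 3 splits, neither can be told apart from a grouping of the libraries by chance, and the litter and processing date of each library are not in the labels.

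CTCF words were 5.14 percentage points more frequent in WT-unique than in *Il2ra* mut/mut-unique OCRs (Fisher's exact test, two-sided, p = 2.0e-12). The difference was 3.38 and 0.382 points between the groups of the crossed splits, so 1 of the 3 splits gave as large a difference, and the grouping of the libraries cannot be told apart from the genotype. ETS words were also more frequent in WT-unique than in *Il2ra* mut/mut-unique OCRs, at 9.45% and 7.24% (Fisher's exact test, two-sided, p = 3.2e-04). In the crossed splits, the sets of unique OCRs held 7.99% and 9.64%, and 7.71% and 8.93%. Against matched common OCRs, ETS words were rarer and CTCF words more frequent in the unique OCRs of the crossed splits as well, so these differences are not specific to the genotypes.

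Windows of 1 Mb with at least 300 called peaks in every library numbered 44, and held 17.4%, 17.4%, 16.9% and 15.3% of the peaks of WT replicates 1 and 2 and *Il2ra* mut/mut replicates 1 and 2. They held 162 WT-unique OCRs (3.82%), 444 *Il2ra* mut/mut-unique OCRs (11.1%) and 127 common OCRs (0.605%). The densest lay on chromosome 9 between 47 and 48 Mb, with 827, 880, 847 and 873 peaks. No biological explanation was tested.

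The labels of all 4 libraries give female mice. Called peaks lay at the TSS of the Y-linked genes *Eif2s3y*, *Uty* and *Ddx3y* in all 4 libraries, with 19 to 38 reads at the summit, and none lay at the TSS of *Kdm5d* or *Xist*. At the TSS of the X-linked copies *Eif2s3x*, *Kdm6a* and *Ddx3x*, the called peaks held 8 to 99 reads. Reads from these copies are argued against, since 0 of the 464 different 50-base words in the Y peaks (0%) occurred on chromosome X. Elsewhere in *Xist*, WT replicate 2, *Il2ra* mut/mut replicate 1 and *Il2ra* mut/mut replicate 2 had 1, 1 and 2 called peaks, with at most 7, 14 and 9 reads at the summit, and WT replicate 1 had none. The peaks at the 3 Y-linked genes in all 4 libraries raised the question of the sex, so they are no separate test of it. Male cells are a candidate explanation for these peaks. The peaks within *Xist* leave it open whether the libraries hold male cells only or pools of male and female cells. The 4 libraries were alike in this, so it does not separate the genotypes.

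*Il2ra*, the mutated gene, had 8 common OCRs and 1 *Il2ra* mut/mut-unique OCR in intron 1, on chromosome 2 from 11662051 to 11662497, with 11 and 33 reads at its summit in WT replicates 1 and 2 and 27 and 19 in *Il2ra* mut/mut replicates 1 and 2. Without WT replicate 1, it had no *Il2ra* mut/mut-unique OCR, and without each of the other libraries it had 2. It had 1 WT-unique OCR without *Il2ra* mut/mut replicate 1 and 1 without *Il2ra* mut/mut replicate 2.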
